# Deficiency of the bZIP transcription factors Mafg and Mafk causes misexpression of genes in distinct pathways and results in lens embryonic developmental defects

**DOI:** 10.3389/fcell.2022.981893

**Published:** 2022-08-26

**Authors:** Shaili D. Patel, Deepti Anand, Hozumi Motohashi, Fumiki Katsuoka, Masayuki Yamamoto, Salil A. Lachke

**Keywords:** lens, MAFG, MAFK, transcription, development, epithelium, bZIP transcription factors, eph signaling

## Abstract

Deficiency of the small Maf proteins Mafg and Mafk cause multiple defects, namely, progressive neuronal degeneration, cataract, thrombocytopenia and mid-gestational/perinatal lethality. Previous data shows *Mafg* ^−/−^:*Mafk* ^+/-^ compound knockout (KO) mice exhibit cataracts age 4-months onward. Strikingly, *Mafg* ^−/−^:*Mafk* ^−/−^ double KO mice develop lens defects significantly early in life, during embryogenesis, but the pathobiology of these defects is unknown, and is addressed here. At embryonic day (E)16.5, the epithelium of lens in *Mafg* ^−/−^:*Mafk* ^−/−^ animals appears abnormally multilayered as demonstrated by E-cadherin and nuclear staining. Additionally, *Mafg* ^−/−^:*Mafk* ^−/−^ lenses exhibit abnormal distribution of F-actin near the “fulcrum” region where epithelial cells undergo apical constriction prior to elongation and reorientation as early differentiating fiber cells. To identify the underlying molecular changes, we performed high-throughput RNA-sequencing of E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ lenses and identified a cohort of differentially expressed genes that were further prioritized using stringent filtering criteria and validated by RT-qPCR. Several key factors associated with the cytoskeleton, cell cycle or extracellular matrix (e.g., *Cdk1*, *Cdkn1c*, *Camsap1*, *Col3a1*, *Map3k12*, *Sipa1l1*) were mis-expressed in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Further, the congenital cataract-linked extracellular matrix peroxidase *Pxdn* was significantly overexpressed in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, which may cause abnormal cell morphology. These data also identified the ephrin signaling receptor *Epha5* to be reduced in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. This likely contributes to the *Mafg* ^−/−^:*Mafk* ^−/−^ multilayered lens epithelium pathology, as loss of an ephrin ligand, Efna5 (ephrin-A5), causes similar lens defects. Together, these findings uncover a novel early function of Mafg and Mafk in lens development and identify their new downstream regulatory relationships with key cellular factors.

## Introduction

Lens development and homeostasis is important for the establishment and maintenance of its transparency, the perturbation of which causes cataract—defined as opacification of the lens (Lachke and Maas, 2010; Cvekl and Zhang, 2017; Shiels and Hejtmancik, 2019). Depending on its early or late onset in life, cataract is classified as congenital/pediatric or age-related. Deficiency or alterations in several genes and genomic loci have been associated with both congenital and age-related cataract (Hammond et al., 2000, 2001; Congdon et al., 2005; Shiels and Hejtmancik, 2019, 2021; Choquet et al., 2021; Lachke, 2022). An estimated 8–25% of congenital/pediatric cataract are hereditary, suggesting the perturbation of the lens developmental pathways (Haargaard et al., 2004; Yi et al., 2011; Berry et al., 2020). Thus, defining the genetic pathways controlling lens development and/or homeostasis is important for fully understanding the factors contributing toward lens defects and cataract pathobiology. Thus far, the function of several transcriptional factors and post-transcriptional regulators in lens development has been characterized (Dash et al., 2016; Anand and Lachke, 2017; Cvekl and Zhang, 2017; Lachke, 2022).

The *MAF* (musculoaponeurotic fibrosarcoma) gene family encodes basic leucine zipper transcription factors (TFs) and is classified into two subgroups, namely “small” and “large” MAF proteins (Blank, 2008; Kannan et al., 2012; Katsuoka and Yamamoto, 2016). While both small and large MAF proteins contain DNA-binding domains called the Basic Region (BR) domain, small MAFs lack the transactivation domain that is present in large MAFs. Indeed, mutations or deficiency in the large-MAF subgroup gene *MAF* (also known as c-MAF) causes congenital cataract in humans and animal models (Kawauchi et al., 1999; Kim et al., 1999; Ring et al., 2000; Jamieson et al., 2002; Anand et al., 2018a). On the other hand, deficiencies of the small Maf TFs Mafg (OMIM: 602020) and Mafk (OMIM: 600197) in specific combination of knockout alleles are linked to cataract (Agrawal et al., 2015), in addition to other developmental defects such as progressive neuronal degeneration and thrombocytopenia (Blank, 2008; Kannan et al., 2012; Katsuoka and Yamamoto, 2016). Indeed, while individual germline knockout (KO) of either Mafg or Mafk do not lead to discernable defects in the lens, their compound deletion in mice, specifically as *Mafg* ^*−/−*^:*Mafk* ^*+/-*^, results in cataracts from age 4-months onward (Agrawal et al., 2015). Interestingly, *Mafg* ^*−/−*^:*Mafk* ^*+/-*^ compound KO mice do not exhibit defects in early lens stages.

In contrast, in the present study, we find that Mafg and Mafk double KO (*Mafg* ^−/−^:*Mafk* ^−/−^) mice exhibit severe lens defects starting from early stages of lens embryonic development. We report a detailed characterization of the lens defects in *Mafg* ^−/−^:*Mafk* ^−/−^ double KO mice that has revealed the necessity of these small Maf TFs in formation of a uniform monolayered epithelium in lens development. Further, these data suggest that Mafg and Mafk also have a role in coordinating cytoskeletal events in the early stages of epithelial to fiber cell differentiation. RNA-sequencing (RNA-seq) analysis of embryonic lens revealed misexpression of several key genes, including the extracellular matrix peroxidase Pxdn and the Eph signaling receptor Epha5, thereby providing novel insights into the molecular mechanisms underlying the lens defects in *Mafg* ^−/−^:*Mafk* ^−/−^ double KO mice. Together, these data identify new regulatory relationships between key factors that are associated with the maintenance of a monolayered epithelium and cellular differentiation, and therefore may of significance in non-ocular tissues, in addition to the lens.

## Methods

### Generation of *Mafg*:*Mafk* knockout mice

Double heterozygous *Mafg* ^+/-^:*Mafk* ^+/-^ germline knockout (KO) mice, which were generated in a previous study (Shavit et al., 1998; Onodera et al., 2000), were used to derive double knockout (*Mafg* ^−/−^:*Mafk* ^−/−^) and compound KO (*Mafg* ^−/−^:*Mafk* ^+/-^) mouse strains used in this study. Animals were housed in the Office of Laboratory Animal Medicine (OLAM) at the University of Delaware and experiments involving animals adhered to the Association of Research in Vision and Ophthalmology (ARVO) statement for the use of animals in ophthalmic and vision research and were approved by the Institutional Animal Care and Use Committee (IACUC) (IACUC Protocol No. 1226). Unless otherwise mentioned, mice were maintained on an ICR background. Animals were housed at a temperature range of 20–23°C in 12:12-h light-dark cycles with free access to water and food. *Mafg* ^+/-^:*Mafk* ^+/-^ double heterozygous mice were crossed to *Mafg* ^+/-^:*Mafk* ^−/−^ compound KO to generate various KO allele combinations. Genotyping was performed as previously described (Onodera et al., 2000; Agrawal et al., 2015). Briefly, genotyping was performed on tail-DNA prepared from post-natal or embryonic tissue using a commercial DNA-extraction kit (Qiagen, Catalog#158908 (Cell lysis solution), 158,912 (Protein precipitation solution), 158,916 (DNA hydration solution)) and by using the following primers: *Mafg* WT: Forward 5′-GCA​TGA​CTC​GCC​AGG​AAC​AG-3′, *Mafg* WT: Reverse- 5′-CCC​AAG​CCC​AGC​CTC​TCT​AC-3′, *Mafk* WT: Forward 5′-CCT​ACC​GTT​TCT​GTC​TTT​CCA​G-3′, *Mafk* WT: Reverse 5′-AAT​TCC​TGA​GGA​CAA​AGC​TGA​C-3′, and LacZ: 5′-CCT​GTA​GCC​AGC​TTT​CAT​CAA​C-3’.

### Tissue collection and immunostaining

Pregnant female mice collected from crosses between *Mafg* ^+/-^:*Mafk* ^+/-^ and *Mafg* ^+/-^:*Mafk* ^−/−^ mice were harvested for obtaining embryonic tissue at different stages. Observation of the vaginal plug was considered embryonic day (E) 0.5, and tissues was collected at E12.5, E14.5, and E16.5. Mouse embryonic head tissues were embedded without fixation in Optimal Cutting Temperature (OCT) (Fisher Scientific, Catalog# 14-373-65) and stored at -80°C until downstream applications. Tissue was sectioned to obtain coronal sections of the eye using a Leica CM3050 cryostat (Leica Microsystems, Buffalo Grove, IL, United States). Tissue sections were collected on Colorfrost Plus slides (Fisher Scientific, Hampton, NH, United States, Catalog #12-500-18) at chamber temperature of -18°C, at 12 μm thickness for E12.5 and 14 μm thickness for E14.5 and E16.5. For immunostaining, after thawing and air-drying the slides with sections, they were immediately fixed in 4% Paraformaldehyde (PFA) (Fisher Scientific, Catalog# AC416780010) in 1x phosphate buffer saline (PBS) (Corning, Catalog#21-031-CV) for 20 min at room temperature, which was followed by three washes in 1x PBS (5 min each wash). The slides were blocked for 1.5–2 h in blocking buffer (Table 1) followed by overnight incubation at 4°C with the specific primary antibody at the appropriate concentration in blocking or dilution buffer. The following day, section slides were subjected to three washes in 1x PBS (10 min each wash) and incubated for 1.5 h with secondary antibody at 1:200 dilution in blocking or dilution buffer (Table 1) along with the nuclear counterstain 4’,6-diamidino-2-phenylindole (DAPI, 1:1,000 dilution) (Thermo Fisher Scientific; Catalog# 62,248). The specific conditions for different primary antibodies are listed in Table 1. Slides were washed three times in 1x PBS for 10 min each after the secondary antibody incubation followed in mounting media and sealing with cover slips. Slides were stored at −20°C until they were imaged using a Zeiss LSM 880 confocal configured with Argon/Krypton laser (358 and 561 nm excitation wavelengths) (Carl Zeiss Inc., Göttingen, Germany).

**TABLE 1:** Antibodies and immunostaining conditions.

Target	Fixation	Wash	Permeabili-zation	Blocking buffer	Diln. Buffer	Primary antibody	Catalog	Wash	Secondary antibody	Nuclear staining	Wash
MIP (Aquaporin 0 or Aqp0)	4% PFA for 20 min	1X PBS 5 min, 3x each	NA	10% Horse serum (Abcam, Cambridge, MA) in 1X PBS for 1.5 h at RT	NA	1:200 20 h 4°C	Millipore, #AB3071	1X PBS 10 min, 3x each	Alexa 568 Gt anti Rb 1:200 (Alexa Goat anti Rabbit 568, Thermo Fisher Scientific, Catalog # A-11011); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each
Beta-catenin	4% PFA for 20 min	1X PBS 5 min, 3x each	NA	5% Chicken serum (Abcam, Cambridge, MA), 0.3% TritonX-100, 2% BSA in 1X PBS for 1.5 h at RT	NA	1:50 16 h 4°C	BD Biosciences #610153	1X PBS 10 min, 3x each	Rhodamine Red-X 568 Ch anti Ms 1:200 (Molecular probes, Eugene Oregon United States, R-6388); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each
Cdkn1c (p57^Kip2^)	4% PFA for 20 min	1X PBS 5 min, 3x each	0.1% TritonX-100 for 5 min	5% Chicken Serum (Abcam, Cambridge, MA), 0.3% TritonX-100, 2% BSA in 1X PBS for 1.5 h at RT	NA	1:50 18 h 4°C	Santa Cruz Biotechnology #sc-8298	1X PBS 10 min, 3x each	Alexa 568 Gt anti Rb 1:200 (Alexa Goat anti Rabbit 568, Thermo Fisher Scientific, Catalog # A-11011); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each
E-cadherin	4% PFA for 20 min	1X PBS 5min, 3x each	** ** NA	5% Normal Goat Serum (Abcam, Cambridge, MA), 0.3% TritonX-100 (Sigma, Catalog#T8787), 0.3% BSA in 1X PBS for 2 h at RT	NA	1:100 18 h 4°C	Cell Signaling Technology, #3195S	1X PBS 10 min, 3x each	Alexa 568 Gt anti Rb 1:200 (Alexa Goat anti Rabbit 568, Thermo Fisher Scientific, Catalog # A-11011); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each
F-actin	4% PFA for 20 min	1X PBS 5 min, 3x each	** ** NA	5% Chicken serum (Abcam, Cambridge, MA), 0.1% TritonX-100 in 1X PBS for 1.5 h at RT	NA	NA	Conjugated	1:40 at 1.5 h s at RT	1:40 at 1.5 h at RT (Thermo Fisher Scientific #A12380, Conjugate); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each
Foxe3	4% PFA for 20 min	1X PBS 5 min, 3x each	0.3% TritonX-100 for 10 min	5% Chicken Serum (Abcam, Cambridge, MA), 0.3% TritonX-100 in 1X PBS for 1.5 h	NA	1:200 20 h 4°C	Santa Cruz Biotechnology #sc-48162	1X PBS 10 min, 3x each	Alexa 568 Gt anti Rb 1:200 (Alexa Goat anti Rabbit 568, Thermo Fisher Scientific, Catalog # A-11011); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each
Gamma-crystallin	4% PFA for 20 min	1X PBS 5 min, 3x each	** ** NA	5% Chicken serum (Abcam, Cambridge, MA), 0.3% TritonX-100, 1% BSA in 1X PBS for 1.5 h at RT	NA	1:100 18 h 4°C	Santa Cruz Biotechnology #sc-22415	1X PBS 10 min, 3x each	Alexa 568 Dn anti Gt 1:200 (Alexa Dn anti Gt 568, Thermo Fisher Scientific Catalog # A-11057); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each
Ki-67	4% PFA for 20 min	1X PBS 5 min, 3x each	0.1% TritonX-100 in 1X PBS for 2 min at RT	5% Normal goat serum (NGS) (Abcam, Cambridge, MA), 0.3% TritonX-100 in 1X PBS for 1.5 h at RT	2% BSA, 0.3% TritonX-100 in 1X PBS	1:100 18 h 4°C	Cell Signaling Technology # 9129S	1X PBS 10 min, 3x each	Alexa 568 Gt anti Rb 1:200 (Alexa Goat anti Rabbit 568, Thermo Fisher Scientific, Catalog # A-11011); incubated with Nuclear Stain for 1.5 h	DAPI 1:1,000	1X PBS 10 min, 3x each

### *In situ* hybridization and histology

*In situ* hybridization was performed as previously described (Lachke et al., 2012b). Briefly, mouse embryonic tissue was isolated and fixed in 4% para-formaldehyde, overnight. The tissue freezing media OCT (Tissue Tek, Torrance, CA) was used to embed and freeze the tissue in an orientation to yield coronal sections (16 µm). Oligomers that included T7 promoter sequence upstream of the gene-specific region were used to amplify cDNA that was used as template in an *in vitro* transcription reaction to prepare an antisense digoxygenin-labeled RNA probe. Frozen tissue was thawed and subjected to the previously described *in situ* protocol and images were imaged using light microscope. For hematoxylin and eosin (H&E) staining, mouse embryonic head tissue were fixed in Pen-Fix (Richard Allan Scientific, Kalamazoo, MI) overnight, followed by dehydration using ethanol, and embedding in paraffin. Sagittal paraffin sections (5 µm) were stained with H&E as previously described (Siddam et al., 2018) and visualized using light microscopy.

### Fluorescence quantification and statistical analysis

Fiji ImageJ software (v1.52P, NIH, Bethesda, MD) was used to quantify the differences in the mean fluorescence signal intensity between control (*Mafg* ^+/-^:*Mafk* ^+/-^) and *Mafg* ^−/−^:*Mafk* ^−/−^ KO lens sections. Images were split into a single channel to measure and quantify the mean fluorescence intensity (Ki67, p57^Kip2^, Phalloidin), counting the average cell number, or counting the average number of nuclei (Ki67, p57^Kip2^) as previously described (Shihan et al., 2021). The background subtraction was performed for normalization after the Threshold application, and the fluorescence intensity was measured in the red channel depending on the criteria for each section in at least three biological replicates for control and *Mafg* ^−/−^:*Mafk* ^−/−^ KO lenses. Finally, all statistics were assessed using either Student’s two sample *t*-test (correct for multiple comparisons using the Holm-Sídák method) or one-way ANOVA. Data are presented as mean ± SE (SEM) and differences were considered significant at *p* ≤ 0.05.

### RNA isolation and quality control

For RNA isolation for downstream assays namely, RNA-sequencing (RNA-Seq) and/or RT-qPCR, embryonic lenses at E16.5 (*n* = 8 lenses per biological replicate; total three biological replicates) were collected from control (*Mafg* ^+/-^:*Mafk* ^+/-^), compound (*Mafg* ^−/−^:*Mafk* ^+/-^) and double KO (*Mafg* ^−/−^:*Mafk* ^−/−^) mice. Total RNA isolation was performed using the mirVana™ RNA isolation kit (Thermo Fisher Scientific, Catalog#AM1560), followed by removal of small molecular weight RNA according to the manufacturer’s instructions. RNA quality was analyzed using fragment analyzer (Advanced Analytical Technologies, AATI FEMTO Pulse) and samples with RNA quality number (RQN) greater than 7.2 were used for library preparation and RNA-seq.

### RNA-sequencing

Lens RNA at E16.5 from control (*Mafg* ^+/-^:*Mafk* ^+/-^), compound (*Mafg* ^−/−^:*Mafk* ^+/-^) and double KO (*Mafg* ^−/−^:*Mafk* ^−/−^) mice was used to generate strand-specific, paired-end 101 bp-length libraries which were sequenced by DNA Link, United States (901 Morena Blvd. Ste 730 San Diego, CA 92117, United States) on a NovaSeq 6000 (San Diego, CA, United States). The processed reads were aligned against *Mus musculus* reference genome (mm39) using HISAT2 (Kim et al., 2015). The aligned reads were assembled using StringTie (Pertea et al., 2015) to obtain transcript-level expression counts. The count file was imported in edgeR package using R-statistical environment (Robinson et al., 2010) to analyze differential gene expression in control, compound and double KO datasets. In edgeR, reads that were lowly expressed, i.e. < 1 count per million in less than two samples were filtered out. The RNA-seq data is deposited in GEO and the accession number is: GSE207853.

### Gene ontology analysis for *Mafg* ^−/−^:*Mafk* ^−/−^ dfferentially expressed genes

The Database for Annotation, Visualization and Integrated Discovery (DAVID, v6 .8) was used for functional annotation by Gene Ontology (GO) categories (Huang et al., 2009). The pathways and GO categories identified were prioritized based on Benjamini corrected significant *p*-values. All GO comparisons were made against the 14 October 2020 release of the Gene Ontology Consortium (GOC) database (Ashburner et al., 2000), specifically KEGG (Kanehisa and Goto, 2000).

### cDNA synthesis and RT-qPCR

The isolated mouse embryonic lens RNA was used for cDNA synthesis using iScript cDNA Synthesis Kit (Bio-Rad, Catalog#1708890) followed by quantitative PCR (RT-qPCR). iScript reaction [5x iScript reaction mixture (4 µL), iScript reverse transcriptase (1 µL), Total RNA Template (300 ng), Nuclease-free H_2_O (to make to total volume 20 µL)] was performed using a custom program [25°C (5 min), 42°C (30 min), 85°C (5 min), 4°C (hold)]. RT-qPCR was performed using cDNA-specific primer sets (Table 2) and a Power SYBR Green kit (Fisher Scientific, Catalog # A25742). The RT-PCR reaction [PowerUp SYBR master mix (12.5 µL), Forward Primer (0.5 µL of 10 µM), Reverse Primer (0.5 µL of 10 µM), cDNA (1 µL of 400 ng), Nuclease-free H_2_O (10.5 µL to bring volume to total 20 µL volume)] using a custom program [95°C (2 min), followed by 40 cycles of 95°C (5 s) followed by 58°C (20 s), and terminal cycle of 95°C (15 s), 60°C (1 min), 95°C (15s) and hold at room temperature] was analyzed on a 7500 Fast PCR system (Applied Biosystems, Foster City, California). Three biological replicates (each biological replicate having two technical replicates) were used for control and KO samples. Fold-change was calculated using the ΔΔCT-method using *Gapdh* as a house-keeping gene and statistical significance was determined using a two-sample Student’s t-test.

**TABLE 2:** Primers used in RT-qPCR assays.

Gene	Forward 5′-3′ primer	Reverse 5′-3′ primer	cDNA Amplicon (bp)
*Camsap1*	TAT​TGC​CCA​GAG​CAG​ATG​AAA	CCT​CAG​AAG​GCG​GAT​GTT​ATA​G	90
*Cdk1*	AAA​GCG​AGG​AAG​AAG​GAG​TG	CCA​TGG​ACA​GGA​ACT​CAA​AGA	144
*Cdkn1c*	TGAAGGACCAGCCTCTCT	TCCTGCGCAGTTCTCTTG	99
*Col3a1*	CCC​TTC​TTC​ATC​CCA​CTC​TTA​TT	GAT​CCT​GAG​TCA​CAG​ACA​CAT​ATT	139
*Epha5*	ACC​TGC​ATC​TGT​GTA​TGT​CTT​C	ACT​GAC​ACT​GGT​GTG​GTT​TC	99
*Gapdh*	GAT​CGT​GGA​AGG​GCT​AAT​GA	GAC​CAC​CTG​GTC​CTC​TGT​G	340
*Hmox1*	GTA​CAC​ATC​CAA​GCC​GAG​AA	TGG​TAC​AAG​GAA​GCC​ATC​AC	98
*Lars2*	GAC​AAG​GAA​GGA​TGT​GGA​GAA​G	GGA​ACA​TGG​AGA​GCA​AGT​AGA​A	110
*Mafk*	TGT​TGT​TCT​TCG​CCG​AGT​C	ACAAGCGCTTCTGCTCTC	88
*Mafg*	GAGGCCCTGCAGAACTTT	AGC​ATC​CGT​CTT​GGA​CTT​TAC	147
*Map3k12*	GAG​TGA​CAA​GAG​CAC​CAA​GAT	GGA​CCA​GAT​GTC​AAC​CTT​CTC	103
*Sipa1l1*	GTC​GGT​GGA​GAG​CTT​CAT​TAG	CCA​TTT​CTT​CGC​AGA​GTC​ATT​TC	108
*Trex1*	CAG​GGA​ATG​GTT​CGA​GGA​AA	TGA​GCA​GGG​TTA​GAA​CAT​CAC	111

## Results

### *Mafg* ^−/−^:*Mafk* ^−/−^ KO mice exhibit abnormal multilayered lens epithelium

iSyTE (integrated Systems Tool for Eye gene discovery) expression analysis has indicated that Mafg and Mafk are significantly expressed in mouse lens embryonic development (Supplementary Figure S1A). The expression of *Mafg* in mouse embryonic lens development is confirmed by *in situ* hybridization (Supplementary Figure S1B). Further, examination of previous generated RNA-seq data from isolated epithelium and fiber cells at E14.5, E16.5, E18.5 and P0 (Zhao et al., 2018) shows that *Mafg* and *Mafk* are both expressed in the epithelium and fiber cells (Supplementary Figure S1C). This analysis shows that as relative expression of *Mafg* decreases, that of *Mafk* increases, in progressive stages of development. Together, these data suggesting a role for Mafg and Mafk in lens embryonic development. Therefore, to examine the impact of Mafg and Mafk deficiency on lens development, we generated *Mafg* ^−/−^:*Mafk* ^−/−^ double KO mice and first characterized the lens tissue with marker analysis. Immunostaining for the epithelial marker, E-cadherin (also known as Cdh1), demonstrated profound abnormalities in the appearance of the epithelium in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. At E16.5, control lenses exhibit uniform E-cadherin protein expression and localization in the epithelium, which appears monolayered, as also suggested by nuclei stained with DAPI (Figure 1). In contrast, the *Mafg* ^−/−^:*Mafk* ^−/−^ lenses exhibit nuclear staining that indicates multilayered epithelium wherein the E-cadherin protein expression pattern also appears abnormal. E-cadherin staining reveals that *Mafg* ^−/−^:*Mafk* ^−/−^ epithelial cells appear irregularly shaped and aggregated compared to control. While this defect is observed in the vast majority of *Mafg* ^−/−^:*Mafk* ^−/−^ lenses (92%, *n* = 12), the extent of the multilayered epithelium cellular abnormalities and cell shape changes varies between individual embryos (Figure 1). In *Mafg* ^−/−^:*Mafk* ^−/−^ lenses that exhibit a comparatively milder defect, the abnormal multilayered cellular region is flanked by normal-appearing mononucleated epithelium. To identify the onset of these defects, we examined embryos at earlier stages. While less severe when compared to the defects observed at E16.5, the E-cadherin protein staining pattern appears abnormal in *Mafg* ^−/−^:*Mafk* ^−/−^ epithelium at E12.5 (Figure 2) and E14.5 (Supplementary Figure S2). Interestingly, the E12.5 *Mafg* ^−/−^:*Mafk* ^−/−^ epithelium exhibits early indications of multilayer formation of cells (Figure 2), suggesting that the lens defects may initiate at this stage and become progressively severe in development. Additionally, when compared to control lenses, the population of E-cadherin expressing cells appears to extend further toward the posterior region in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses (Figures 1, 2). Care was taken to analyze centrally located sections, avoiding peripheral sections. However, it should be noted that not all *Mafg* ^−/−^:*Mafk* ^−/−^ lenses had an abnormal expansion of epithelial cells in the posterior region of the lens. It should also be noted that no overt changes were observed between control and *Mafg* ^−/−^:*Mafk* ^−/−^ lenses with respect to E-cadherin’s localization within the cells. In contrast to *Mafg* ^−/−^:*Mafk* ^−/−^ animals, *Mafg* ^−/−^:*Mafk* ^+/-^ compound mice did not exhibit such severe lens defects at E16.5 (Supplementary Figure S3), suggesting that the absence of both alleles of Mafg and Mafk is necessary to cause these severe lens defects.

**FIGURE 1:**
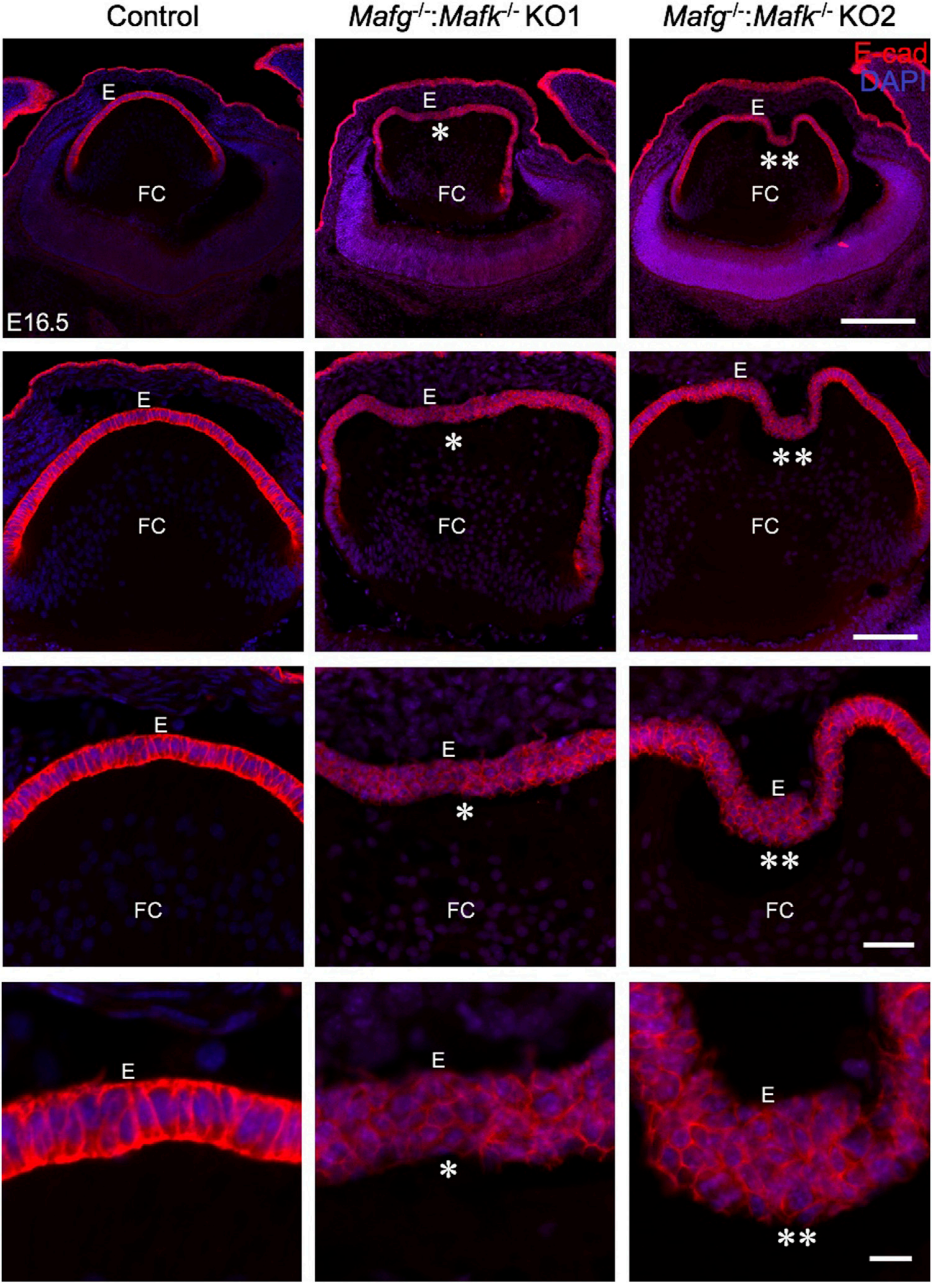
Mafg and Mafk deficiency results in an abnormally multilayered epithelium of the lens. Immunostaining for E-cadherin reveals cellular abnormalities (indicated by asterisks) in the lens epithelium of *Mafg* ^−/−^:*Mafk* ^−/−^ but not control at embryonic day (E)16.5. *Mafg* ^−/−^:*Mafk* ^−/−^KO #1 and KO #2 are shown as representative of the severity of epithelial defects. Sections are co-stained with DAPI for visualization of nuclei. Higher magnification images in row 2 (20X), row 3 (40X), and row 4 (63X) demonstrate the variable extent of multilayered epithelium in the *Mafg* ^−/−^:*Mafk* ^−/−^ lenses compared to control. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens. Scale bar for Row 1, 10 μm; Row 2, 20 μm; Row 3, 10 μm; Row 4, 8 μm.

**FIGURE 2:**
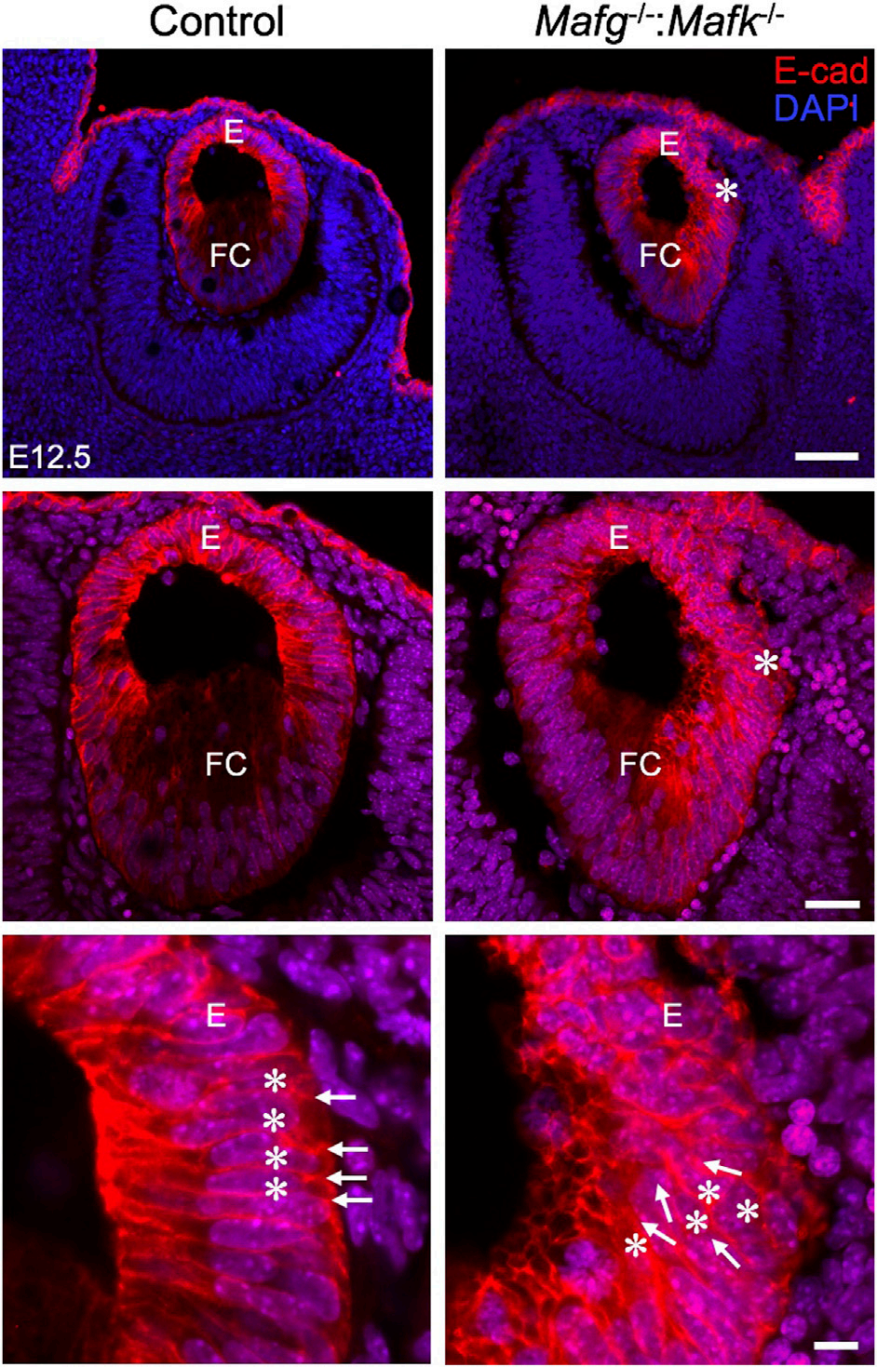
*Mafg* ^−/−^:*Mafk* ^−/−^ mice exhibit abnormalities in the lens epithelium at E12.5. Immunostaining for E-Cadherin and co-staining with DAPI shows that early in lens development, at stage E12.5, *Mafg* ^−/−^:*Mafk* ^−/−^ lens exhibits regions of disorganization in the epithelium (asterisks in row 1, row 2) compared to control. In row 3, cell boundaries (arrows) revealed by E-cadherin staining and nuclei stained by DAPI (asterisks) appear in a uniform manner in the control, but not in *Mafg* ^−/−^:*Mafk* ^−/−^ lens, wherein they appear disorganized. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens. Scale bar for Row 1, 20 μm; Row 2, 10 μm; Row 3, 8 μm.

### *Mafg* ^−/−^:*Mafk* ^−/−^ KO mouse lenses have abnormal F-actin distribution in fiber cells

We next analyzed *Mafg* ^−/−^:*Mafk* ^−/−^ mice for potential defects in lens fiber cells. Near the equator of the lens, at a region termed the transition zone, cells of the epithelium exit the cell cycle and begin differentiation into fiber cells. At the initial stage of differentiation, as fiber cells begin to migrate toward the interior of the lens, they undergo a sharp re-orientation in their position relative to the epithelium. At the lens equator location termed “the fulcrum” or “modiolus”, the apical regions of epithelial cells constrict to form an anchor point prior to elongation during their differentiation into fiber cells (Zampighi et al., 2000; Sugiyama et al., 2009). As a result, at this location, early fiber cells first begin to get positionally re-oriented so that their apical regions face the apical regions of cells of the epithelium. We sought to examine this region in *Mafg* ^−/−^:*Mafk* ^−/−^ mouse lens. Staining for phalloidin (which stains F-actin) showed that E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ mice exhibit abnormal F-actin distribution in cells near the fulcrum region of the lens (Figure 3). While all E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ mice that were examined showed this defect on at least one side of the lens, in about one-third of the animals it was observed on both sides. Further, while in E16.5 control lenses, F-actin appears uniformly distributed at the apical junctions of epithelial and fiber cells, it appears reduced in the region anterior to the fulcrum in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses (Figure 3). This abnormal F-actin staining pattern was also observed earlier in development, at E14.5, in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses (Figure 4A). In control lenses, F-actin staining intensity is highest at the initial junction region of epithelial and differentiating fiber cells. In contrast, in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, the highest staining intensity of F-actin is observed anterior to this region (Figures 4B–E). It should be noted that the quantitative analysis serves to demonstrate that F-actin levels are abnormally distributed in the area measured and are not necessarily a reflection of change in the total actin levels in the lens. Further, histological analysis shows that while in control, the fulcrum region appears normal, in E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ mice, the fiber cell organization in this region, and beyond, is abnormal, suggestive of suboptimal interactions with the overlying epithelium (Supplementary Figure S4A). Moreover, in control lens, fiber cells appear to “curve” in the same direction as the overall structure of the lens (Supplementary Figure S4B). In contrast, fiber cells do not follow this natural curvature and their appearance is somewhat sigmoidal in *Mafg* ^−/−^:*Mafk* ^−/−^ mice (Supplementary Figure S4B,C). Together, these data indicate that Mafg and Mafk deficiency results in abnormal abundance of F-actin in distinct regions of early differentiating fiber cells, which in turn impacts their organization in the lens.

**FIGURE 3:**
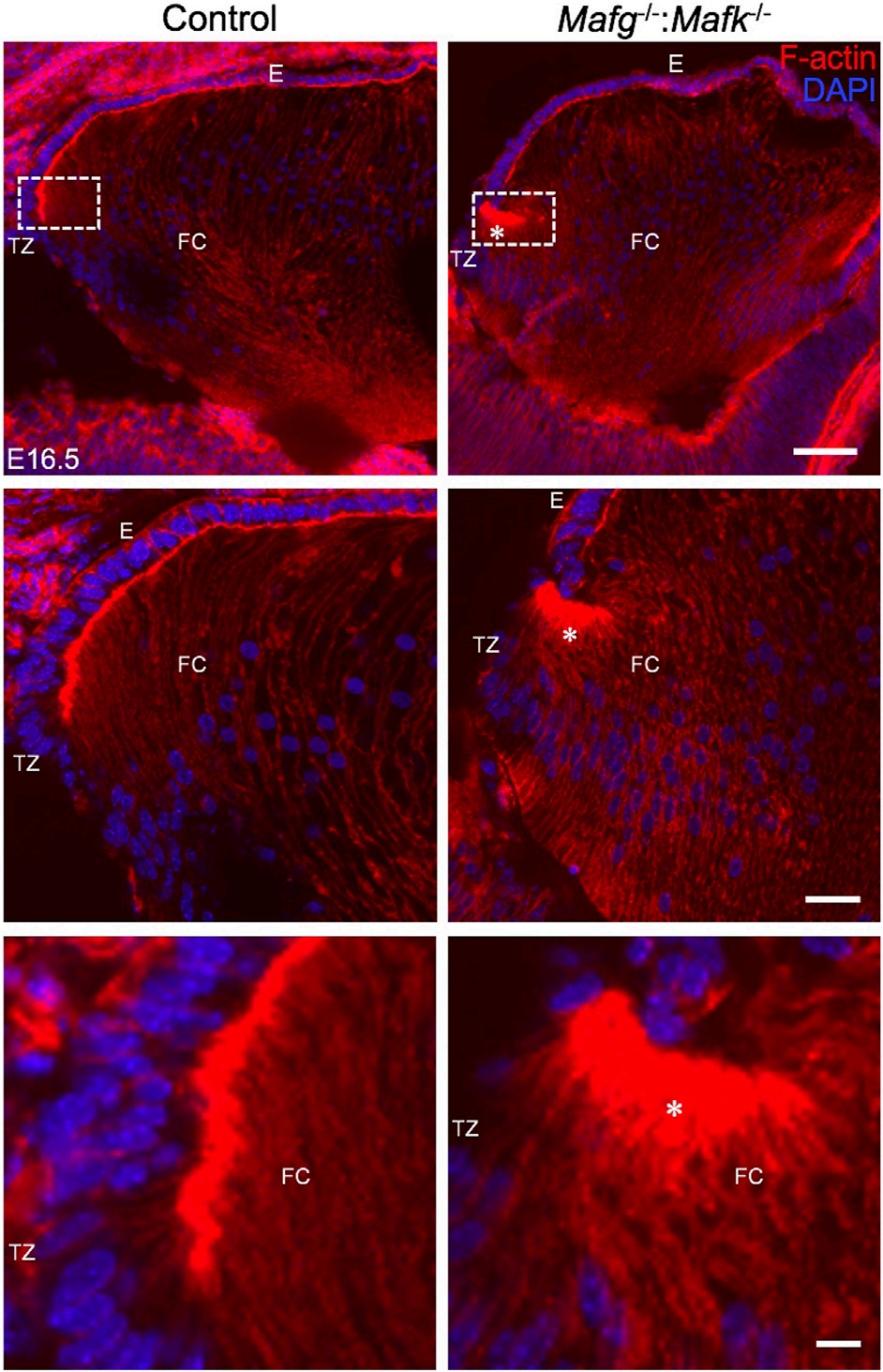
*Mafg* ^−/−^:*Mafk* ^−/−^ mice exhibit abnormal F-actin distribution in differentiating lens fiber cells. Staining with phalloidin for visualizing F-actin and co-staining with DAPI to visualize nuclei demonstrate that E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ mice exhibit non-uniform distribution (asterisk) of F-actin at the apical tips of the fiber cells near the transition zone. The area shown in the broken-line box in control and test was used for measurement of fluorescence signal intensity shown in Figure 4B. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens; TZ, Transition zone of the lens. Scale bar for Row 1, 20 μm; Row 2, 10 μm; Row 3, 8 μm.

**FIGURE 4:**
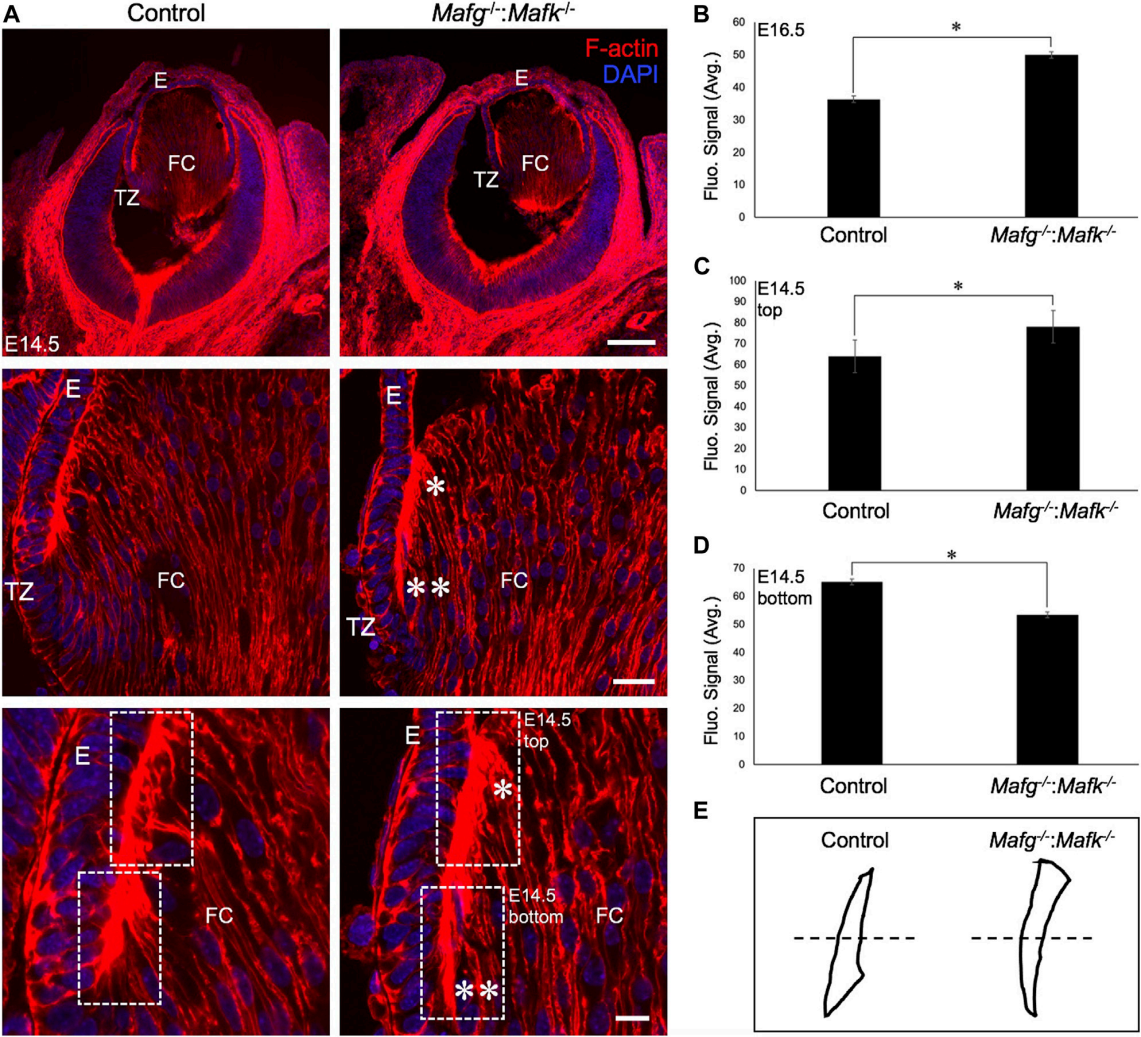
The F-actin distribution defects are detected in earlier stages of lens development in *Mafg* ^−/−^:*Mafk* ^−/−^ mice. **(A)** Staining with phalloidin for visualizing F-actin and co-staining with DAPI to visualize nuclei demonstrate that *Mafg* ^−/−^:*Mafk* ^−/−^ lenses at stage E14.5 exhibit abnormally reduced F-actin distribution (two asterisks) near the transition zone and the fulcrum region compared to the control. Further, *Mafg* ^−/−^:*Mafk* ^−/−^ lenses exhibit abnormally elevated F-actin distribution (asterisk) in fiber cells that have progressed further in differentiation. **(B)** Measurement of fluorescence intensity signal near the transition zone region of E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ lenses indicates elevated F-actin levels compared to control. **(C)** Measurement of fluorescence intensity signal in fiber cells progressed further in differentiation (represented by broken-line box termed “top”) of E14.5 *Mafg* ^−/−^:*Mafk* ^−/−^ lenses indicates elevated F-actin levels compared to control. **(D)** Measurement of fluorescence intensity signal in fiber cells near the transition zone and the fulcrum region (represented by broken-line box termed “bottom”) of E14.5 *Mafg* ^−/−^:*Mafk* ^−/−^ lenses indicates reduced F-actin levels compared to control. **(E)** Schematic of the differential distribution of F-actin in the top and bottom region (separated by broken line) of control and *Mafg* ^−/−^:*Mafk* ^−/−^ lenses at E14.5. Statistical significance was determined using a two-sample Student’s *t*-test. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens; TZ, Transition zone of the lens. Scale bar for Row 1, 20 μm; Row 2, 10 μm; Row 3, 8 μm.

### Beta-catenin and gamma crystallin proteins are unaltered in *Mafg* ^−/−^:*Mafk* ^−/−^ KO mouse lenses

Because E-cadherin is known to interact with beta-catenin, and both are implicated in cell-cell adhesion, we next sought to examine whether beta-catenin was altered in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Immunostaining for beta-catenin demonstrated no change in the levels of its expression in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses at E14.5 (Supplementary Figure S5A) or E16.5 (Supplementary Figure S5B). However, because beta-catenin is localized to the membrane, these data offer independent validation of these defects and their impact on the lens through the view of the cell membrane in *Mafg* ^−/−^:*Mafk* ^−/−^ mice. These data corroborate that while in control lenses, epithelium and fiber cell organization appears uniform, in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, cells in these regions appear disorganized at E14.5 (Supplementary Figure S5A’,A’’) and E16.5 (Supplementary Figure S5B’,B’’). At E16.5, the cortical fiber cell nuclei appear different between control and *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Together with the findings on E-cadherin, these data suggest a general loss of normal epithelium architecture in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Furthermore, expression of the fiber cell marker, gamma crystallin, was unaltered in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses at E16.5 or earlier stages (Supplementary Figure S6A,B). Together, these data suggest that while the morphology of lens cells is abnormal, certain aspects of fiber cell gene expression are unaltered in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses.

### *Mafg* ^*−/−*^:*Mafk* ^−/−^ KO mouse lenses exhibit altered transcriptome

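RNA was sequenced from lenses of mouse embryos at embryonic day (E) 16.5, in 3 groups of 3 libraries with 8 lenses in each library. Control lenses were heterozygous for the knockout alleles of *Mafg* and *Mafk*, compound KO lenses lacked *Mafg* and were heterozygous for *Mafk*, and double KO lenses lacked both genes. The authors aligned strand-specific paired-end reads to the mouse genome mm39 with HISAT2, assembled transcripts with StringTie and analysed the counts in edgeR. The values used here are the authors' normalized CPM, that is, counts relative to the library's total, scaled by one composition factor per library and rounded to 1 decimal. They added up to between 1036870 and 1131184 in the control libraries, between 728036 and 1022858 in the compound KO libraries and between 977149 and 1081318 in the double KO libraries. These totals follow from the scaling and are not sequencing depths. The paper's text does not state the number of reads per library, and every step of 0.1 from 0.1 to 5 (50 steps) occurred in each library. The depth behind a value is therefore unknown, and no counting interval is given. Of the 22013 transcript-level entries, 15820 carry a gene symbol, and the 6193 without a symbol held between 25.0% and 35.5% of a library's total. Only entries with a symbol were tested. For each pair of groups, genes with a value of at least 1 in at least 2 of the 6 libraries were compared on the log2 scale, with a pseudocount of 1, by limma's moderated test with an intensity trend (two-sided). P-values were adjusted over all genes tested by the Benjamini-Hochberg method. The pseudocount draws the log2 fold change of a gene with low values towards 0. A gene was called differentially expressed at an adjusted p of at most 0.05 and a change of at least 1.5-fold. With 3 libraries per group, the 10 possible groupings keep an exact permutation test from giving a p below 0.1.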

To identify the specific RNA changes resulting from Mafg and Mafk deficiency, we next took an unbiased genome-wide approach and performed high-throughput RNA-sequencing (RNA-seq) of E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Principle component analysis showed that control and *Mafg* ^−/−^:*Mafk* ^−/−^ lens replicates clustered away from each other (Figure 5). 

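Principal components of the control and double KO libraries were computed from the 14122 genes tested between these groups. The first component held 24.0% of the variance and the second held 21.6%. On the first component, the control libraries lay at 5.67, 40.6 and 11.8, and the double KO libraries lay at −35.7, −4.85 and −17.5, without overlap. The mean distance between 2 libraries of different genotypes was 76.4, and that between 2 libraries of the same genotype was 73.9. The difference of 2.49 between these means was larger than under any other grouping of the 6 libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest that the design allows). It moved most, to 1.47, when only the 500 genes with the largest variance were used, which shortens all distances. Without double KO replicate 1 it was 2.05, with an exact permutation p of 0.2.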

Further, as expected, compared to control, RNA-seq identified *Mafg* and *Mafk* to be severely reduced in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. 

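*Mafg* lies on chromosome 11 of GRCm39 from 120515942 to 120524530, and *Mafk* lies on chromosome 5 from 139776804 to 139788408. The value of *Mafg* was 122.7 ± 10.9 normalized CPM (SD, n = 3 libraries) in control lenses and 24.0 ± 2.55 (SD, n = 3) in double KO lenses, a log2 fold change of −2.31 (standard error 0.10, adjusted p = 0.0017, limma). In compound KO lenses, *Mafg* was at 18.4 ± 7.35 (SD, n = 3). *Mafk*, a gene with low values, was at 5.70 ± 0.557 (SD, n = 3) in control lenses, 4.80 ± 0.500 in compound KO lenses and 0.300 ± 0.300 in double KO lenses. Its log2 fold change between double KO and control lenses was −2.39 (standard error 0.20, adjusted p = 0.0166, limma). For both genes, the control and double KO libraries did not overlap. With each library left out in turn, the log2 fold change of *Mafg* stayed between −2.37 and −2.23, with an adjusted p of at most 0.0172, and that of *Mafk* between −2.55 and −2.21. The adjusted p of *Mafk* then ranged from 0.0294 to 0.0862 and was above 0.05 in 4 of these 6 fits, and it reached 0.150 with a pseudocount of 0.1.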

Comparative analysis showed that *Mafg* ^−/−^:*Mafk* ^−/−^ exhibit 241 differentially expressed genes (DEGs) (±≥1.5-fold, *p* ≤ 0.05) with 144 being elevated and 97 being reduced in the absence of Mafg and Mafk (Supplementary Table S1).

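Between double KO and control lenses, 51 genes passed both thresholds after adjustment, 40 of them elevated and 11 reduced. With an unadjusted p of at most 0.05 and the same 1.5-fold threshold, 400 genes passed, 225 elevated and 175 reduced. With scaling by library size only, chosen after seeing the data, the latter were 281 elevated and 137 reduced. For all 51 genes, every double KO library lay on the same side of every control library. Over all genes tested, 2234 (15.8%) had such a separation, where chance alone gives 10%. Estimating the spread from all 9 libraries instead of these 6 lowered the adjusted count to 19 genes, 17 of which were among the 51. Leaving out one library at a time gave between 22 and 47 genes, the lowest count being without control replicate 3. All 241 genes of Supplementary Table S1 were tested here, and the group means in that table, which are the paper's, differed from the means of the values used here by at most 0.0453. Of these genes, 38 were called here after adjustment and 157 at an unadjusted p.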

**FIGURE 5:**
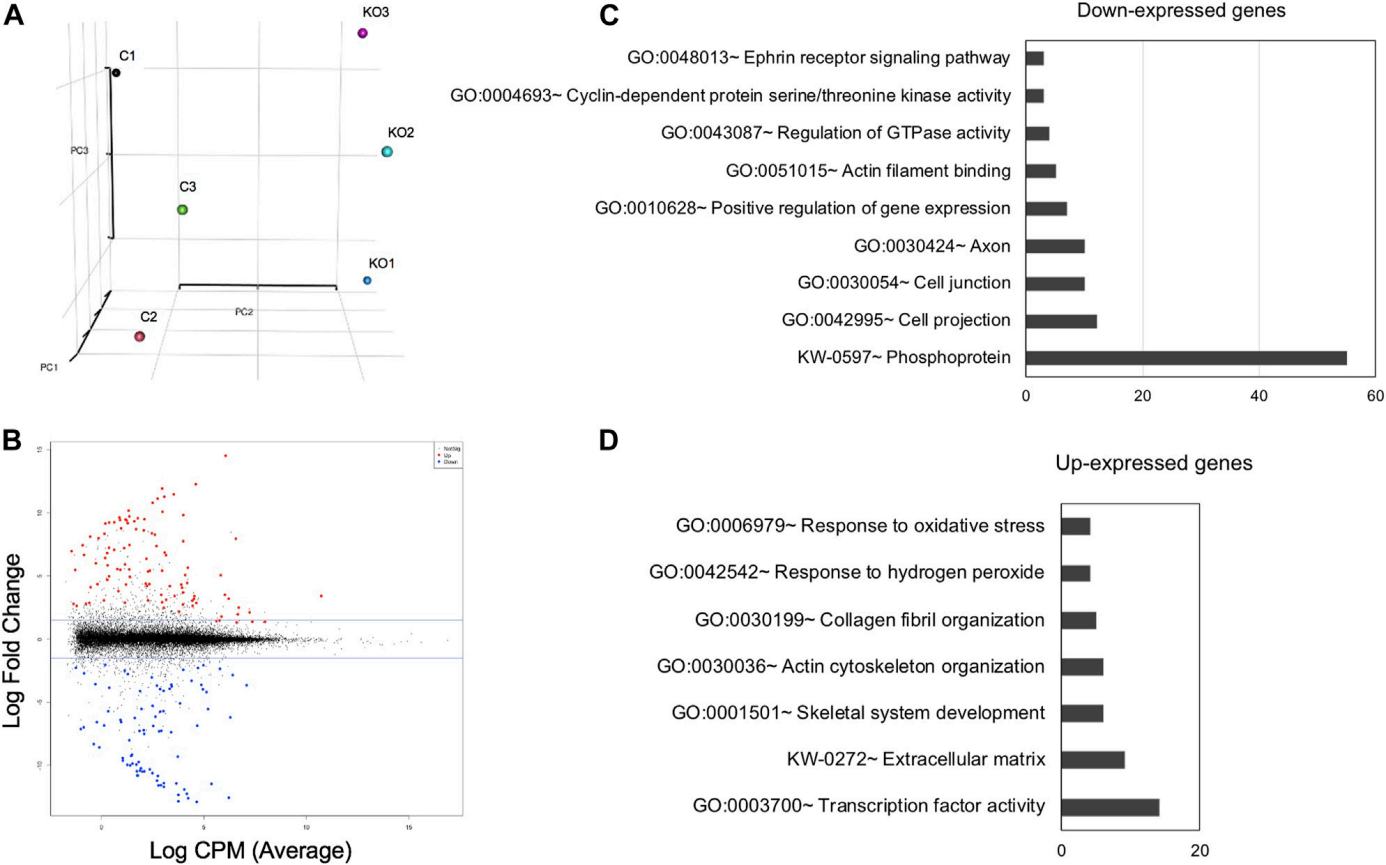
High-throughput RNA-sequencing analysis identifies genes misexpressed in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. **(A)** Principal Component Analysis (PCA) shows that the RNA-sequencing (RNA-seq) datasets representing *Mafg* ^+/-^:*Mafk* ^+/-^ (control) and *Mafg* ^−/−^:*Mafk* ^−/−^ (double KO) lens cluster based on their genotypes. **(B)** Plot of differentially expressed genes (DEGs) in *Mafg* ^−/−^:*Mafk* ^−/−^ lens compared to control. **(C)** Gene Ontology (GO) and pathway analysis of down-regulated genes in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. **(D)** Gene Ontology (GO) and pathway analysis of up-regulated genes in *Mafg* ^−/−^:*Mafk* ^−/−^ lens.

### Validation of key *Mafg* ^−/−^:*Mafk* ^−/−^ DEGs relevant to lens biology

Next, to further prioritize candidate genes relevant to lens biology so as to uncover the underlying molecular changes associated with *Mafg* ^−/−^:*Mafk* ^−/−^ lens defects, we applied various selection criteria to the list of DEGs identified by RNA-seq. These include gene ontology (GO) and pathway analysis as well as iSyTE analysis, which informs on the expression of candidate genes in normal lens development and its altered expression in various gene perturbation mouse models with lens defects/cataract, and has been shown to be effective in prioritizing key genes and pathways in the lens (Lachke et al., 2011, 2012a, 2012b; Wolf et al., 2013; Manthey et al., 2014; Agrawal et al., 2015; Anand et al., 2015, 2018b, 2021; Audette et al., 2016; Cavalheiro et al., 2017; Patel et al., 2017; Kakrana et al., 2018; Krall et al., 2018; Siddam et al., 2018; Padula et al., 2019; Aryal et al., 2020; Barnum et al., 2020; Choquet et al., 2021). We also considered the potential relevance of the candidate genes to lens biology based on their function described in the published literature. In particular, we prioritized candidates that were starkly altered in *Mafg* ^−/−^:*Mafk* ^−/−^ double KO lenses as opposed to in *Mafg* ^−/−^:*Mafk* ^+/-^ compound KO lenses. 

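The compound KO libraries were compared with the other groups by the same test. Against control lenses, 14348 genes were tested and 0 were called after adjustment, while 766 passed at an unadjusted p of at most 0.05 and 1.5-fold, 547 higher and 219 lower. The deleted gene *Mafg* was itself not called, with a log2 fold change of −2.75 and no overlap of the libraries (adjusted p = 0.188, limma). The count of 0 therefore does not show that compound KO lenses were unchanged. Between double KO and compound KO lenses, 14402 genes were tested and 2 were called after adjustment, while 440 passed at an unadjusted p, 123 higher and 317 lower in double KO lenses. These directions depend on the scaling: with scaling by library size only, chosen after seeing the data, the unadjusted counts were 748 higher and 91 lower against control lenses, and 67 higher and 332 lower in double KO against compound KO lenses. The 2 genes, named here after their values were seen, were *Tenm3*, with a log2 fold change of −6.38 (standard error 0.20, adjusted p = 0.00163, limma), and *Gm12866*, with 2.68 (standard error 0.13, adjusted p = 0.0105, limma). *Tenm3* was also high in control replicate 1, at 191.6, but not in control replicates 2 and 3, at 12.5 and 7.4. The replicates of compound KO lenses differed more than those of the other groups. Their mean distances to the libraries of their own group were 112, 90.8 and 97.5, against at most 76.3 in the control and double KO groups. Without compound KO replicate 1, which differed most from its group, 13 genes were called between compound KO and control lenses and 6 between double KO and compound KO lenses.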

GO analysis of *Mafg* ^−/−^:*Mafk* ^−/−^ lens DEGs identified several potentially important categories such as “ephrin receptor signaling pathway”, “extracellular matrix”, “cell projection”, “cell junction”, “response to oxidative stress”, “cyclin-dependent protein serine/threonine kinase activity”, “actin filament binding” and “positive regulation of gene expression”, among others (Figure 5). Based on their differential expression in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses and potential significance to lens development, several candidates from these categories were selected for further analysis by iSyTE and independent validation by RT-qPCR (Table 3). iSyTE analysis showed that majority of these candidates exhibit significant expression or “enriched” expression in normal lens development (Supplementary Figure S7). 

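Of the 11 candidates in Table 3, 6 were called between double KO and control lenses after adjustment over all genes tested. Of these calls, those of *Sipa1l1* and *Trex1* alone remained when the spread was estimated from all 9 libraries. With the replicate number as a block in the fit, that of *Lars2* alone remained (adjusted p = 0.0436, limma). The other called candidates then had adjusted p-values from 0.129 (*Hmox1*) to 0.289 (*Sipa1l1*). Adjusted over the list alone, 9 of the 11 had an adjusted p of at most 0.05, which is not independent evidence because the study chose the list on these samples. For 8 of the 11, the control and double KO libraries did not overlap. *Hmox1* (chromosome 8, 75820241 to 75827217) was at 2.17 ± 1.19 normalized CPM (SD, n = 3) in control lenses and 23.3 ± 2.54 (SD, n = 3) in double KO lenses, a log2 fold change of 3.00 (standard error 0.28, adjusted p = 0.0233, limma). Its values in the 3 compound KO libraries were 3.0, 14.1 and 12.6. *Trex1* (chromosome 9, 108887001 to 108888802) was at 35.2 ± 10.3 (SD, n = 3) in control lenses and 6.53 ± 0.404 (SD, n = 3) in double KO lenses, with a log2 fold change of −2.22 (standard error 0.21, adjusted p = 0.0265, limma). In compound KO lenses, *Trex1* was at 5.83 ± 2.12 (SD, n = 3), and no compound KO library overlapped with a control library (log2 fold change −2.42, adjusted p = 0.243, limma). When single libraries were left out, the adjusted p between double KO and control lenses reached 0.108 for *Hmox1* and 0.132 for *Trex1*. When the spread was estimated from all 9 libraries, it was 0.146 for *Hmox1* and 0.0485 for *Trex1*.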

Further, several of these candidates were found to also be misexpressed in specific gene perturbation mouse models with lens defects or cataract (Supplementary Figure S8). RT-qPCR analysis showed over 10-fold reduction of *Mafg* and *Mafk* transcripts in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. As reported previously for *Mafg* ^−/−^:*Mafk* ^+/-^ compound KO lenses (Agrawal et al., 2015), RT-qPCR confirmed elevated expression of *Hmox1* and reduced expression of *Trex1* in *Mafg* ^−/−^:*Mafk* ^−/−^ double KO lenses, suggesting that some genes were similarly differentially expressed regardless of whether one or both copies of Mafk were absent in the context of homozygous deletion of Mafg (Figure 6). 

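The 11 candidates were also compared directly between double KO and compound KO lenses. None of them was called after adjustment, with adjusted p-values between 0.104 and 0.773 (limma). For 7 of the 11, namely *Cdk1*, *Cdkn1c*, *Epha5*, *Hmox1*, *Map3k12*, *Pxdn* and *Sipa1l1*, the unadjusted p was at most 0.05 and the libraries of the 2 groups did not overlap. The smallest adjusted p was that of *Sipa1l1*, whose log2 fold change between double KO and compound KO lenses was −3.47 (standard error 0.28). When the spread was estimated from all 9 libraries, its adjusted p was 0.0480, and it was above 0.05 in every other setting. Adjusted over the list alone, 1 of the 11, *Sipa1l1*, had an adjusted p of at most 0.05. Between compound KO and control lenses, 2 of the 11 candidates, *Hmox1* and *Trex1*, had an unadjusted p of at most 0.05. *Lars2* and *Camsap1* were spread widely over the compound KO libraries, with values of 266.9, 20.2 and 78.6 for *Lars2* and 2.7, 0.1 and 28.9 for *Camsap1*.

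**Figure D1:**
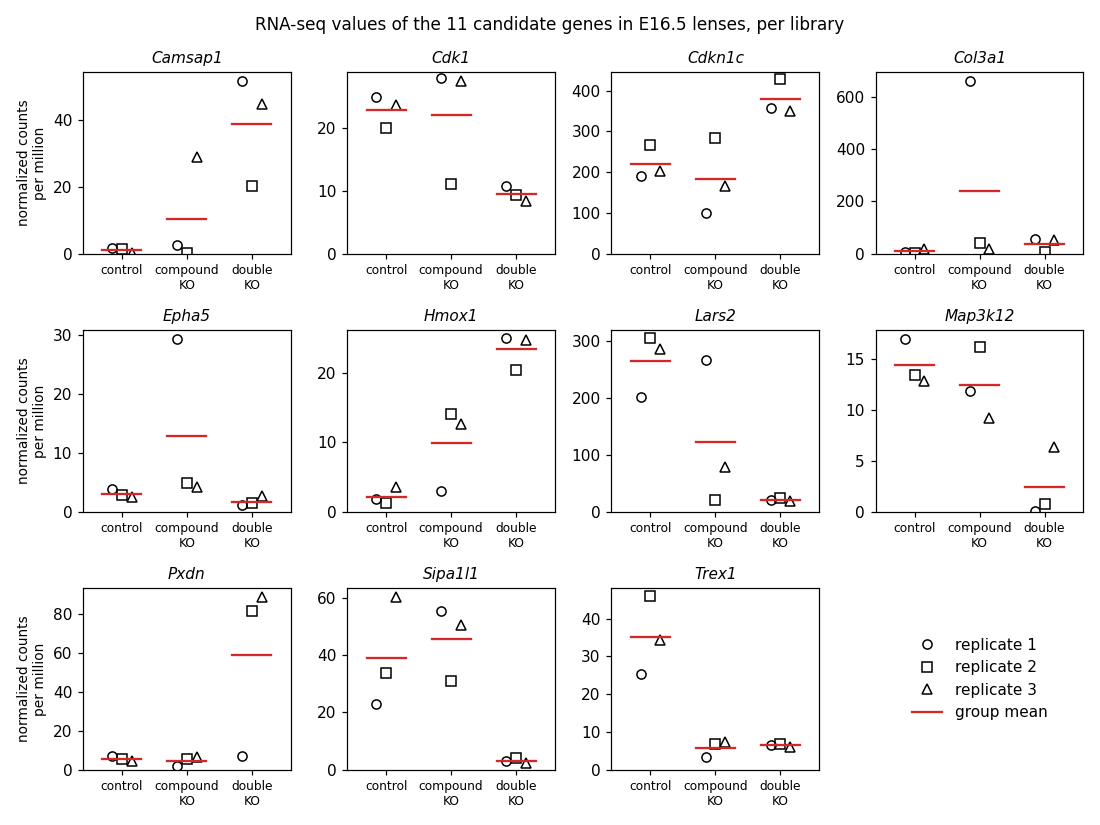
Normalized CPM (y axis) of the 11 candidate genes in the 3 control, 3 compound KO and 3 double KO libraries (x axis), with one point per library and the group mean in red. *Sipa1l1* lies between 2.3 and 4.1 in double KO lenses, below every control and compound KO library, while *Col3a1* and *Epha5* are highest in compound KO replicate 1, at 660.5 and 29.4.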

Importantly, we sought to confirm the differential expression of those genes that were starkly altered only in *Mafg* ^−/−^:*Mafk* ^−/−^ double KO lenses compared to control and *Mafg* ^−/−^:*Mafk* ^+/-^ compound lenses, as these would likely contribute to the early onset lens defects observed only in the double KO animals. Among these candidate genes, the peroxidase enzyme *PXDN*—secreted in the extracellular matrix, identified as lens-enriched by iSyTE and shown to linked to congenital cataract and other ocular defects in human or animal models—was found to be significantly overexpressed in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses (Figure 7). Furthermore, the ephrin signaling receptor, *Epha5*, was found to be significantly reduced in *Mafg* ^−/−^:*Mafk* ^−/−^ double KO lenses. This is interesting because iSyTE analysis shows that Epha5 exhibits enriched expression in the lens, second only to the other ephrin receptor, Epha2, the perturbation of which is linked to cataract in humans and animal models (Figure 8). Moreover, Epha5 is known to be the receptor for the ligand Efna5 (ephrin-A5), the perturbation of which is linked to lens defects (Cheng and Gong, 2011; Cheng et al., 2017) resembling those observed in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Additionally, several other genes that may contribute to the lens defects were found to be differentially expressed in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. These include cyclin-dependent kinase *Cdk1*, leucyl t-RNA synthase *Lars2*, mitogen-activated protein kinase *Map3k12* and signal-induced proliferation protein *Sipal1l*, all exhibiting reduced expression in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses (Figure 6). In contrast, the genes that were found to be sharply elevated in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses were calmodulin-regulated spectrin associated protein *Camsap1*, collagen *Col3a1* and cyclin-dependent kinase inhibitor *Cdkn1c* (p57^Kip2^) (Figure 6). 

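*Pxdn* lies on chromosome 12 of GRCm39 from 29987607 to 30067658. Its value was 5.57 ± 1.32 normalized CPM (SD, n = 3) in control lenses, 4.73 ± 2.37 (SD, n = 3) in compound KO lenses and 59.0 ± 45.3 (SD, n = 3) in double KO lenses. The double KO libraries were at 6.9, 81.5 and 88.7, so that replicate 1 lay within the range of the control libraries, of which the highest was at 7.0. The log2 fold change between double KO and control lenses was 2.58 (standard error 0.98, adjusted p = 0.470, limma). The difference between the group means was larger than the spread of the control libraries but close to that of the double KO libraries. Without double KO replicate 1, the log2 fold change was 3.73 and the adjusted p was 0.0153. With single libraries left out, the adjusted p ranged up to 0.724. Against compound KO lenses, the log2 fold change of *Pxdn* was 2.86 (standard error 1.02, adjusted p = 0.665, limma).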

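*Epha5*, on chromosome 5 of GRCm39 from 84202620 to 84565348, had low values in these libraries. It was at 3.07 ± 0.666 normalized CPM (SD, n = 3) in control lenses and 1.73 ± 0.777 (SD, n = 3) in double KO lenses. The lowest control library, at 2.5, lay below the highest double KO library, at 2.6. The log2 fold change was −0.60 (standard error 0.24, adjusted p = 0.500, limma), and it stayed between −0.82 and −0.43 when each library was left out in turn. In the compound KO libraries, *Epha5* was at 29.4, 4.9 and 4.2, above every control library. *Epha2*, another ephrin receptor, was at 86.3 ± 10.8 (SD, n = 3) in control lenses and 79.9 ± 9.40 (SD, n = 3) in double KO lenses, a difference within the spread of the replicates.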

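The 4 genes lie on chromosomes 10 (*Cdk1*, 69170976 to 69236595), 9 (*Lars2*, 123195952 to 123291731), 15 (*Map3k12*, 102406017 to 102427148) and 12 (*Sipa1l1*, 82216094 to 82498560) of GRCm39. *Cdk1* fell from 22.8 ± 2.48 normalized CPM (SD, n = 3) in control lenses to 9.43 ± 1.21 (SD, n = 3) in double KO lenses, a log2 fold change of −1.19 (standard error 0.13, adjusted p = 0.0375, limma). *Lars2* fell from 264 ± 54.7 to 21.0 ± 2.21 (SD, n = 3 each), with a log2 fold change of −3.58 (standard error 0.17, adjusted p = 0.0021, limma). *Map3k12* fell from 14.4 ± 2.24 to 2.43 ± 3.45 (SD, n = 3 each), with a log2 fold change of −2.65 (standard error 0.70, adjusted p = 0.310, limma), and its double KO libraries were at 0.1, 0.8 and 6.4. *Sipa1l1* fell from 39 ± 19.3 to 3.13 ± 0.907 (SD, n = 3 each), with a log2 fold change of −3.19 (standard error 0.37, adjusted p = 0.0491, limma). All 4 genes were lower in every double KO library than in every control library. *Lars2* was called in each of the 6 fits that left out one library, and *Cdk1* and *Sipa1l1* were called in none of them, with adjusted p-values of 0.0650 to 0.165 for *Cdk1* and 0.0558 to 0.168 for *Sipa1l1*. When the spread was estimated from all 9 libraries, the adjusted p was 0.557 for *Cdk1*, 0.347 for *Lars2* and 0.0443 for *Sipa1l1*. Of these calls, only that of *Sipa1l1* remained. An entry without a symbol ran opposite to *Sipa1l1*, at 39.1, 28.4 and 1.2 in control and 59.7, 59.6 and 62.5 in double KO libraries. The sum of *Sipa1l1* and this entry had a log2 fold change of 0.042. The entry was picked for running opposite, which favours a small change of the sum. Reads of *Sipa1l1* counted on this entry may account for its lower values, which stays open. Without double KO replicate 3, the adjusted p of *Map3k12* was 0.0374.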

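*Camsap1* (chromosome 2, 25816850 to 25873322) rose from 1.17 ± 0.777 normalized CPM (SD, n = 3) in control lenses to 39 ± 16.6 (SD, n = 3) in double KO lenses, a log2 fold change of 4.17 (standard error 0.45, adjusted p = 0.0402, limma). With each library left out in turn, its log2 fold change stayed between 3.84 and 4.58, and the adjusted p ranged from 0.0433 to 0.142. It was 0.498 when the spread was estimated from all 9 libraries. *Col3a1* (chromosome 1, 45350698 to 45395840) was at 10.0 ± 7.20 (SD, n = 3) in control lenses and 38.8 ± 29.2 (SD, n = 3) in double KO lenses. Its double KO libraries were at 57.7, 5.2 and 53.6, so that replicate 2 lay among the control libraries, at 7.1, 4.7 and 18.2, and the log2 fold change was 1.50 (standard error 1.00, adjusted p = 0.703, limma). The value of *Col3a1* followed that of 19 other genes of mesenchyme and fibroblasts over the 9 libraries (Pearson's r = 0.986, exact permutation p = 1.93e-05, and Spearman's rho = 0.967, exact permutation p = 0.000165, both two-sided). Without the 2 libraries farthest from the median, r was 0.978. This was the only such relation computed, so adjustment leaves its p unchanged. *Cdkn1c* (chromosome 7, 143012069 to 143014806) was at 221 ± 41.1 (SD, n = 3) in control lenses and 379 ± 43.6 (SD, n = 3) in double KO lenses, without overlap between the libraries, and its log2 fold change was 0.79 (standard error 0.15, adjusted p = 0.194, limma). From the change of such genes in double KO lenses and not in compound KO lenses, the paper proposes that they contribute to the early onset of the lens defects.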

Further, compared to control, E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ lenses exhibit elevated levels of Cdkn1c (p57^Kip2^) protein in the transition zone and in differentiating fiber cells (Figures 9A,B). Cdkn1c (p57^Kip2^) protein levels were also elevated in fiber cells located deeper in the *Mafg* ^−/−^:*Mafk* ^−/−^ lens tissue, compared to control. Together, misexpression of these genes likely contribute to the lens defects in *Mafg* ^−/−^:*Mafk* ^−/−^ mice. To examine whether increased cell numbers contributed to the multilayered epithelium defects observed in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, we next performed staining with the established cell proliferation marker Ki67 (Gerdes et al., 1984). Compared to control, *Mafg* ^−/−^:*Mafk* ^−/−^ lenses exhibit elevated number of cells with Ki67 staining and these were restricted to the epithelium region of the lens (Supplementary Figure S9). However, no stark difference was observed in the percent subset of cells that were Ki67 positive between control and *Mafg* ^−/−^:*Mafk* ^−/−^ lenses at E16.5 (data not shown), suggesting that any change in rate of proliferation had ceased by this stage.

**TABLE 3:** Functional significance of select *Mafg* ^−/−^:*Mafk* ^−/−^ differentially expressed candidates.

Gene	Effect in *Mafg* ^−/−^:*Mafk* ^−/−^ lens	Description	Functional significance	References
*Camsap1*	Up	Calmodulin regulated spectrin associated protein 1	Involved in cytoskeletal control	[Jiang et al., 2014; King et al., 2014; Xiang et al. (2016)]
*Cdk1*	Down	Cyclin dependent kinase 1	Involved in cell cycle progression	Santamaría et al. (2007)
*Cdkn1c*	Up	Cyclin dependent kinase inhibitor 1C	Involved in cell cycle inhibition	Zhang et al. (1998)
*Col3a1*	Up	Collagen type III alpha 1 chain	Involved in extracellular matrix control	Kuivaniemi and Tromp, (2019)
*Epha5*	Down	Eph receptor A5 (Tyrosine kinase)	Involved in signaling with Efna5 (ephrin-A5 ligand) to control cell-cell contract mediated events	Akaneya et al. (2010)
*Hmox1*	Up	Heme oxygenase	Involved in oxidative stress response	Zheng et al. (2010)
*Lars2*	Down	Mitochondrial leucyl-tRNA synthetase	Involved in mitochondrial protein synthesis; homolog associated with autophagy	Pierce et al. (2013)
*Map3k12*	Down	Mitogen-activated protein kinase kinase 12 (Leucine-zipper domain and serine/threonine protein kinase)	Involved in cell cycle control and differentiation	[Robitaille et al., 2005, Robitaille et al., 2010; Daviau et al. (2011)]
*Pxdn*	Up	Peroxidasin	Involved in extracellular matrix formation	[Khan et al., 2011; Yan et al. (2014)]
*Sipa1l1*	Down	Signal induced proliferation associated 1 like 1	Potentially involved in actin cytoskeleton organization	[Pak et al., 2001; Matsuura et al. (2021)]
*Trex1*	Down	Three prime repair exonuclease 1	Potentially involved in DNA repair	Yang et al. (2007)

**FIGURE 6:**
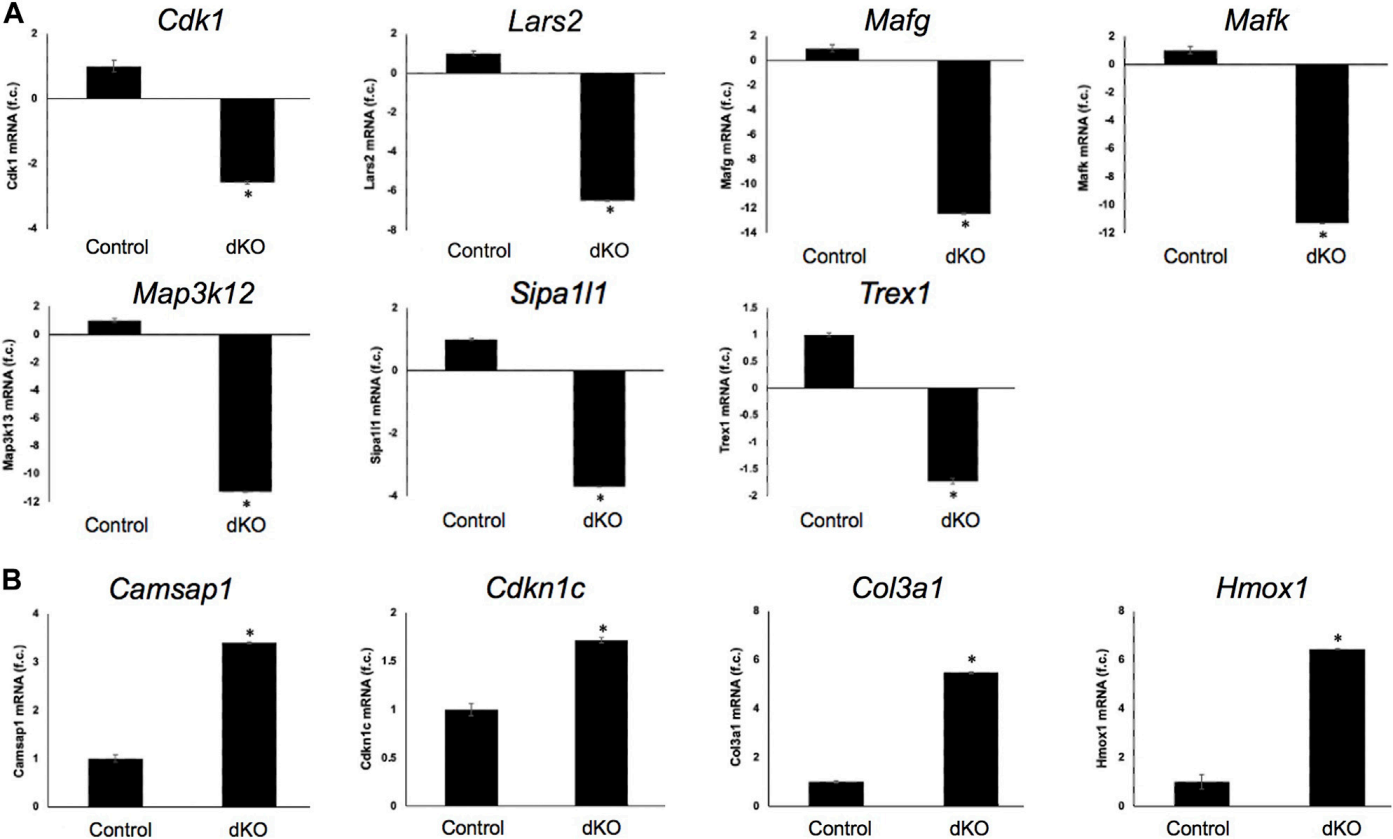
RT-qPCR-based validation of differentially expressed genes in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. Validation by RT-qPCR of several RNA-seq analysis-identified candidate genes that are **(A)** down-regulated and **(B)** upregulated in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Fold-change was calculated using the ΔΔCT-method using *Gapdh* as a house-keeping gene and statistical significance was determined using a two-sample Student’s *t*-test. Asterisk indicates *p* ≤ 0.05.

**FIGURE 7:**
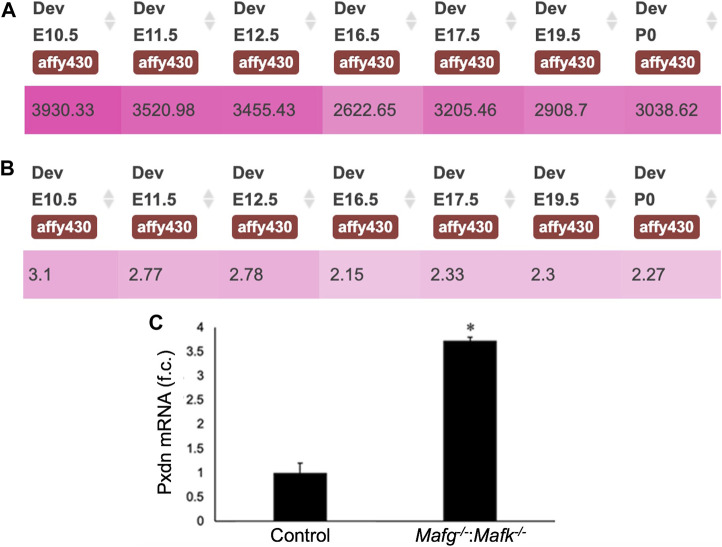
*Pxdn* expression in normal lens development and validation of its abnormally elevated expression in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. **(A)** iSyTE analysis shows that the cataract and ocular defects-linked heme-containing peroxidase enzyme, Pxdn, which is identified by RNA-seq analysis among the DEGs in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, exhibits robust absolute expression, and **(B)** lens-enriched expression, in various stages of normal mouse embryonic lens development. **(C)** RT-qPCR validation of abnormally elevated expression of *Pxdn* in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Numbers in **(A)** represent normalized microarrays fluorescence intensity units as described in Kakrana and coworkers (2018). Fold-change was calculated using the ΔΔCT-method using *Gapdh* as a house-keeping gene and statistical significance was determined using a two-sample Student’s *t*-test. Asterisk indicates *p* ≤ 0.05.

**FIGURE 8:**
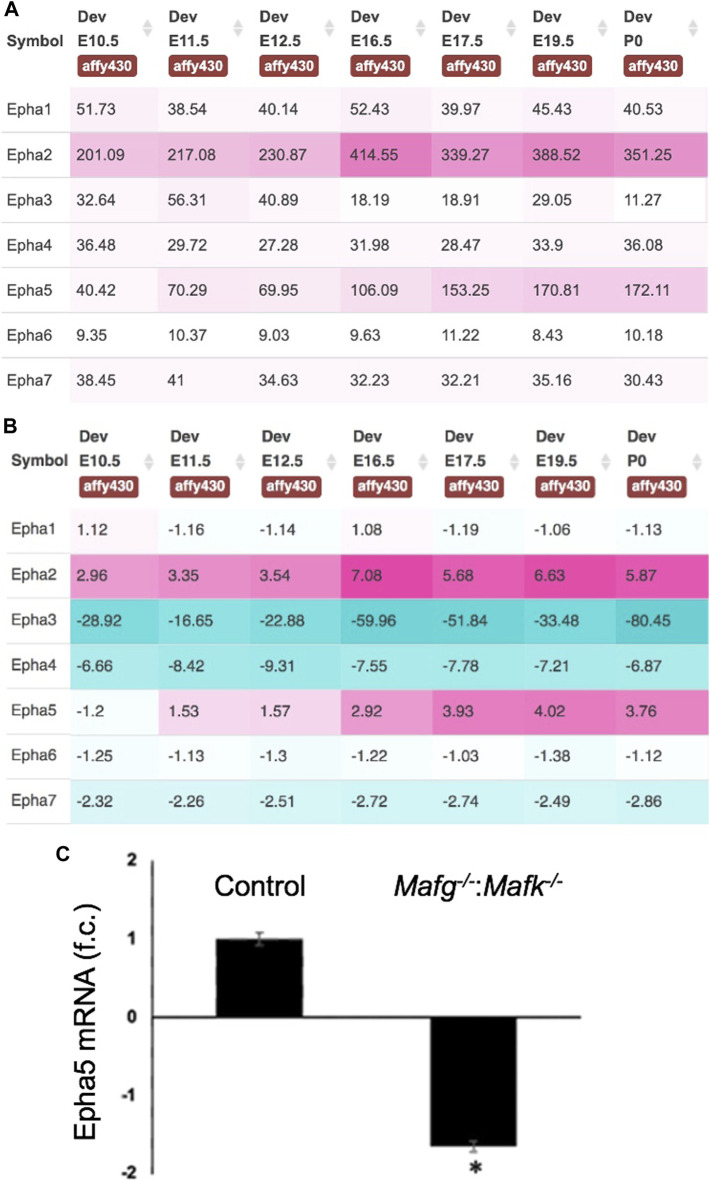
Expression of Eph-signaling receptors in normal lens development and the reduced expression of Epha5 in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. **(A)** iSyTE analysis of various Eph-signaling receptors shows that Epha5, which is identified by RNA-seq analysis among the DEGs in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, exhibits high expression and **(B)** high lens-enriched expression, second only to Epha2 that is linked to congenital cataract in humans and in animal models. **(C)** RT-qPCR validation of abnormally reduced expression of *Epha5* in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Numbers in **(A)** represent normalized microarrays fluorescence intensity units as described in Kakrana and coworkers (2018). Fold-change was calculated using the ΔΔCT-method using *Gapdh* as a house-keeping gene and statistical significance was determined using a two-sample Student’s *t*-test. Asterisk indicates *p* ≤ 0.05.

**FIGURE 9:**
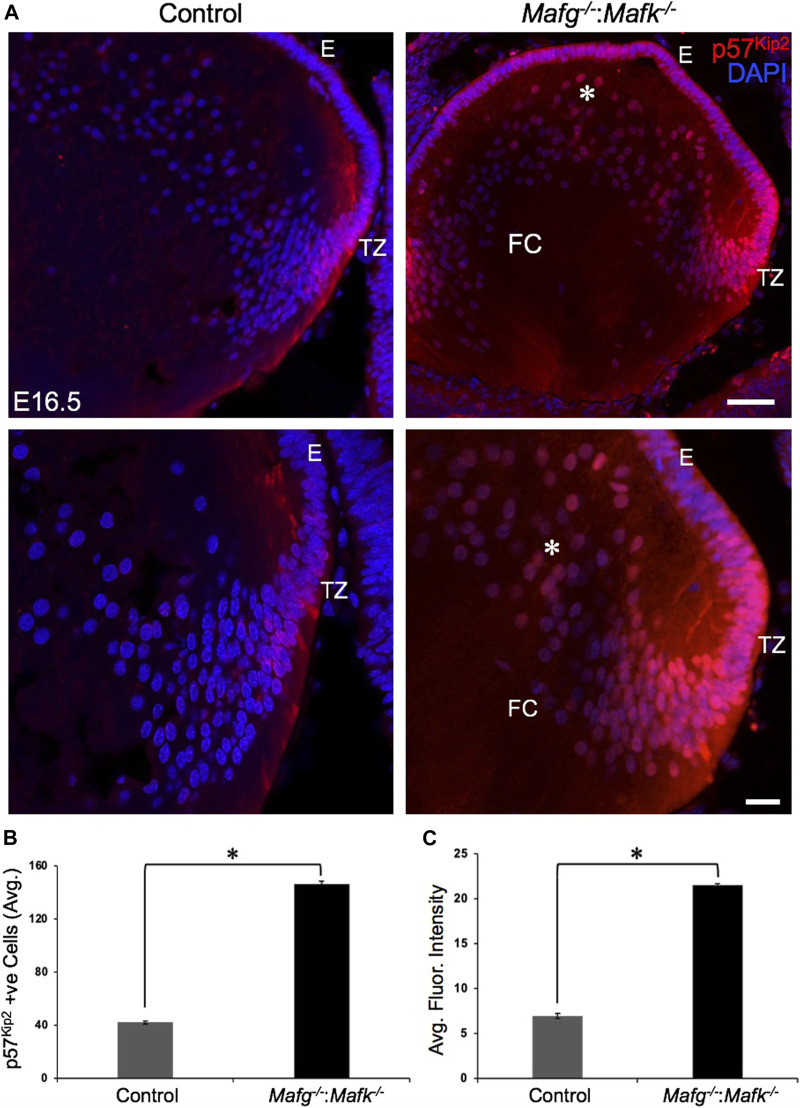
Cdkn1c (p57^Kip2^) protein levels are elevated in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. **(A)** Immunostaining shows Cdkn1c (p57^Kip2^) protein levels are elevated in the transition zone and in fiber cells (asterisk) in E16.5 *Mafg* ^−/−^:*Mafk* ^−/−^ lenses compared to control. **(B)** Quantification of cells from transition zone and fiber compartment exhibiting Cdkn1c (p57^Kip2^) signal in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses compared to control. **(C)** Quantification of average fluorescence intensity of Cdkn1c (p57^Kip2^) signal in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses compared to control. Statistical significance was determined using a two-sample Student’s *t*-test. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens; TZ, Transition zone of the lens. Scale bar for Row 1, 10 μm; Row 2, 8 μm. Asterisk in **(B)** and **(C)** indicates *p* ≤ 0.05.

## Discussion

Previous work showed that loss of the small Maf transcription factors Mafg and Mafk, either individually, or in different allelic combinations result in distinct cellular defects (Blank, 2008; Kannan et al., 2012; Katsuoka and Yamamoto, 2016). However, the role of small Mafs in embryonic lens development remained unaddressed. In an earlier study, we demonstrated that removal of two copies of *Mafg* and one copy of *Mafk* cause lens defects late in life resulting in cataract (Agrawal et al., 2015). Here, we report that mice carrying homozygous deletion of *Mafg* and *Mafk* exhibit embryonic lens defects. We find that *Mafg* ^−/−^:*Mafk* ^−/−^ lens defects are detectable at E12.5 that get progressively severe, such that, by E16.5, the epithelium appears multilayered and there is abnormal accumulation of F-actin in early differentiating fiber cells that appear disorganized. We took an unbiased approach to gain insights into the molecular basis of these defects and performed high-throughput RNA-seq on *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. GO analysis of *Mafg* ^−/−^:*Mafk* ^−/−^ lens DEGs identified several candidates in distinct pathways, involved in cell proliferation, extracellular matrix, cell junction and cytoskeleton control, whose misregulation can help explain the cellular basis of the lens defects, as described in the proposed model (Figure 10). These include the extracellular matrix heme peroxidase Pxdn, mutations in which are linked to human ocular defects, including cataract (Khan et al., 2011; Yan et al., 2014). Pxdn is found to be elevated in several types of cancer and is associated with its poor prognosis and indeed, its overexpression is involved in promoting cell proliferation (Zheng and Liang, 2018). Further, co-expression of Pxdn along with Hmox1, which is also found to be elevated in *Mafg* ^−/−^:*Mafk* ^−/−^ lens, is thought to promote cell proliferation (Tauber et al., 2010). Interestingly, Pxdn has recently been recognized to be a target of the TF Nrf2 (Hanmer and Mavri-Damelin, 2018), which is an established partner protein of small Mafs, binding together of which impact their downstream control over target genes (Katsuoka et al., 2005). Further, Nrf2 deficiency is associated with lens defects and cataract (Rowan et al., 2021). Thus, overexpression of Pxdn, resulting from Mafg, Mafk deletion, may impact cell proliferation and altered ECM, which together contribute to the epithelial defects observed in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. It can be further postulated that the recruitment of Mafg and Mafk for regulation of Pxdn in the lens suggest that multiple pathways may converge to ensure optimal levels of this important protein in the lens.

**FIGURE 10:**
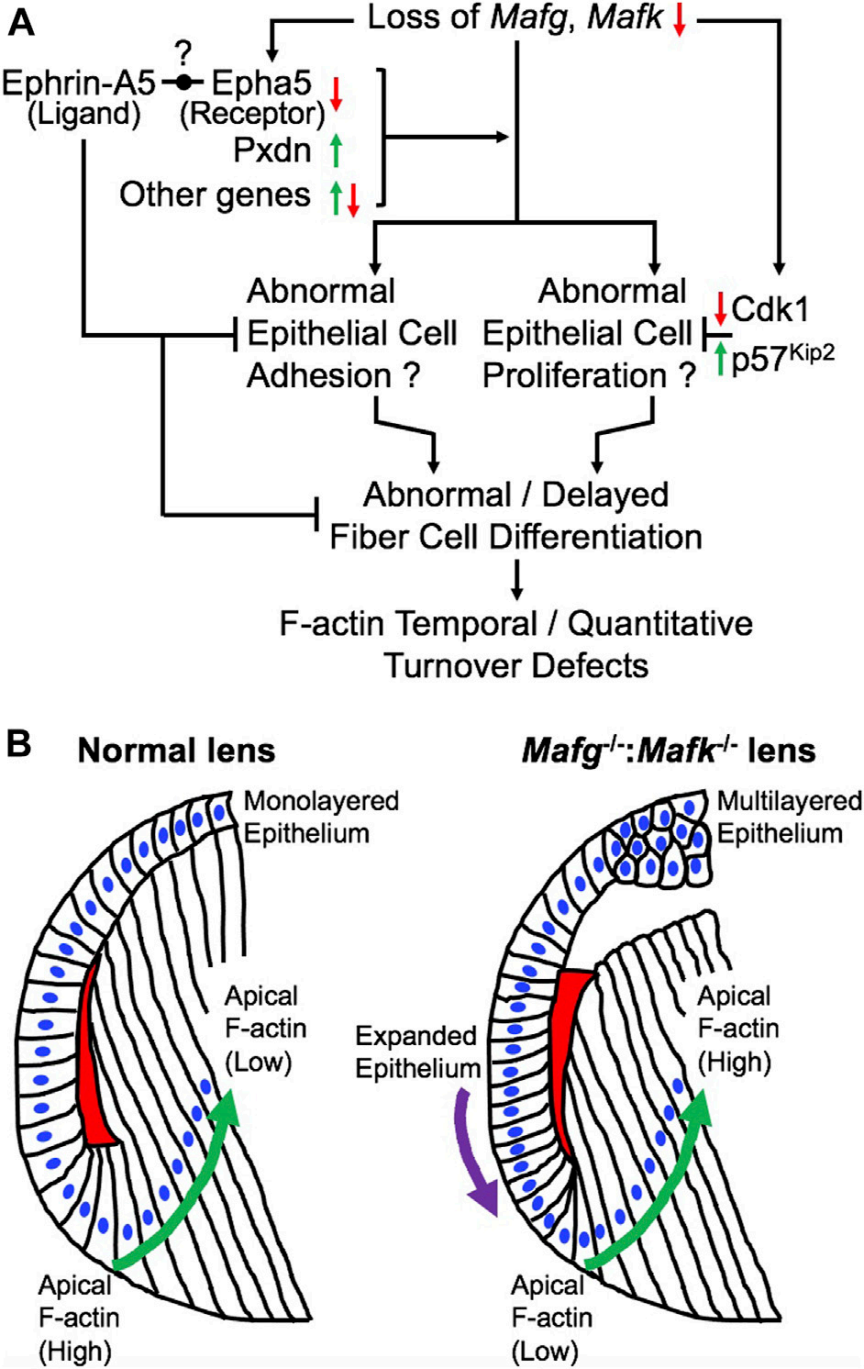
Model for the role of Mafg and Mafk in embryonic lens development. **(A)** Based on the findings in this report, a model is proposed for the role of Mafg and Mafk in lens development. Loss of Mafg and Mafk results in misexpression of several genes, including the cataract-linked extracellular matrix peroxidase enzyme Pxdn and Eph-signaling receptor Epha5. Interestingly, previous work has shown that loss of an ephrin ligand, Efna5 (Ephrin-A5), causes similar lens defects. It was recently proposed by Cheng and co-workers (2017) that an Eph receptor—other that Epha2—may be involved in interactions with Efna5 (Ephrin-A5). Based on these new data, it is tempting to propose Epha5 could represent this receptor. Further, it can be speculated that correct dosage of the cataract-linked gene Pxdn, which is involved in extracellular matrix organization and which is also involved in cell proliferation, may be necessary for proper lens epithelium formation, and its over or under-expression results in lens defects, thus explaining the recruitment of Mafg and Mafk to ensure correct dosage of Pxdn in the lens. These, together with misexpression of other genes result in abnormal epithelial cell adhesion in the lens. It is possible that reduced expression of Cdk1 (positive regulator of the cell cycle) and the elevated expression of p57^Kip2^ (negative regulator of the cell cycle) may reflect perturbations in the cell cycle in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses. Together these epithelial defects may contribute to abnormal or delayed fiber cell differentiation that impacts the optimal distribution of F-actin in these cells. **(B)** In normal lens, the epithelium is maintained as a uniform monolayer. Epithelial cells exit the cell cycle in the transition zone that commence differentiation into fiber cells. In early stages of fiber cell differentiation, F-actin (indicated by red) in the apical region of the cells is observed to be high (Note: the red region is a schematic representative of the overall F-actin staining pattern in this region and further cellular details, such as how cells form the fulcrum region, are not shown). As cells progress in the differentiation program (indicated by green arrow), F-actin levels in their apical regions get reduced. In contrast, *Mafg* ^−/−^:*Mafk* ^−/−^ lenses exhibit loss of a uniformed, monolayer of epithelium (indicated by purple arrow). Further, in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, F-actin levels are low in the apical region of fiber cells in early stages of differentiation. In contrast to normal lenses, F-actin levels in the apical regions are not observed to be reduced as cells progress in the differentiation program. It will be important in future studies to examine how the crosstalk between small Mafs and their downstream targets control these cell differentiation events.

In addition to Pxdn, an eph signaling receptor, Epha5, was found to be significantly downregulated in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. It has been shown that loss of an established ligand—Ephrin A5 (also known as Efna5)—results in lens defects and cataract in mouse (Cooper et al., 2008; Son et al., 2013; Biswas et al., 2016). Further, the Eph signaling receptor, Epha2, is known to be involved in lens development and cataract (Shiels et al., 2008; Jun et al., 2009; Cheng and Gong, 2011; Shi et al., 2012; Cheng et al., 2013). The lens defects observed in the knockout models of these Eph pathway genes—albeit influenced by the specific mouse strains in which the experiments were carried out on—overlap with the lens defects observed in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. Interestingly, careful studies of Epha2 and Ephrin-A5 double knockout mouse lenses (Cheng et al., 2017; Zhou and Shiels, 2018; Murugan and Cheng, 2022) have suggested that additional Eph signaling receptors, besides Epha2, may be involved in lens development. Our iSyTE analysis shows that Epha5 is the second most abundant Eph signaling receptor—after Epha2—in embryonic lens development. Thus, our observations of high lens-enriched expression of Epha5, along with its reduction in *Mafg* ^−/−^:*Mafk* ^−/−^ lens, which exhibit epithelial and fiber defects that overlap with those observed in Ephrin A5 (Efna5) ligand knockout mice, together present a provocative hypothesis that Epha5 may be an additional receptor involved in Eph signaling in the lens—which can be tested in future studies. The potential relevance of Epha5 downregulation upon Mafg, Mafk KO mice, in different KO allelic combinations, can also be explored further in the context of neurological defects observed in these animals.

Misexpression of other downstream targets of Mafg and Mafk may also contribute to the defects observed in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. For example, based on its known role in other cells (Pak et al., 2001; Matsuura et al., 2021), Sipa1l1 may be involved in regulation of the actin cytoskeleton, and its reduced expression may contribute to the cytoskeletal defects in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. Interestingly, Sipa1l1 is found to be in the eph receptor signaling pathway according to GO analysis. Similarly, misexpression of Camsap1, known to be involved in cytoskeletal control by binding to spectrin (Jiang et al., 2014; King et al., 2014; Xiang et al., 2016), may contribute to the observed lens defects. Further, overexpression of the collagen encoding gene *Col3a1* in *Mafg* ^−/−^:*Mafk* ^−/−^ may result in ECM defects and thus contribute to the lens defects (Kuivaniemi and Tromp, 2019).

Dimerization of small Maf transcription factors with other bZIP family members are known to control their specific function. Interestingly, we find a leucine zipper containing mitogen-activated serine/threonine protein kinase, *Map3k12*, to have significantly reduced expression in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. Map3k12 is potentially involved in cell differentiation and control of the cell cycle (Robitaille et al., 2005, 2010; Daviau et al., 2011). Thus, its reduced expression may contribute to the lens defects in *Mafg* ^−/−^:*Mafk* ^−/−^ lens. The proposed model outline the various downstream events that help provide a molecular and cellular explanation for understanding the pathology observed in *Mafg* ^−/−^:*Mafk* ^−/−^ mouse lenses (Figure 10). In particular, it is interesting to note that in *Mafg* ^−/−^:*Mafk* ^−/−^ lenses, F-actin levels are low in the apical region of fiber cells in early stages of differentiation and are not reduced as cells progress in the differentiation program. This suggests that Mafg and Mafk contribute to the spatiotemporal control over F-actin deposition and/or turnover in early lens fiber differentiation (Figure 10). It will be interesting to explore, in future, the potential crosstalk of Mafg, Mafk and Eph-signaling, as well as other factors (e.g., Pxdn) in regulating these cytoskeletal events in the lens. Other finer aspects of the *Mafg* ^−/−^:*Mafk* ^−/−^ lens defects, such as the abnormal “dip-like” appearance in the central epithelium, may be a result of diverse—not necessarily mutually exclusive—events (e.g., secondary to abnormal epithelial cell activity or change in extracellular matrix proteins or as an indirect result due to fiber cells not expanding optimally to accommodate epithelial cells as a monolayer, etc.) that are areas that can be characterized in the future. Also, it should be noted that in the present study RNA-seq was performed on whole lens tissue and therefore subtle changes in gene expression that occur specifically in epithelial or fiber cells may not be detected. Therefore, future RNA-seq studies on isolated epithelium or fiber cells using laser capture microdissection (LCM) or on single cells may provide new molecular insights into these defects. In sum, these data suggest new directions wherein it can be examined whether these regulatory relationships between small Mafs and their downstream mis-expressed genes, especially those involving Eph-signaling, extracellular matrix proteins and cell cycle regulators, are present in the development and/or homeostasis of other tissues.

## Data Availability

The datasets presented in this study can be found in online repositories (Gene expression omnibus). “Accession Number: GSE207853”.

# Supplementary material for: Deficiency of the bZIP transcription factors Mafg and Mafk causes misexpression of genes in distinct pathways and results in lens embryonic developmental defects
**Source:** Front Cell Dev Biol. 2022 Aug 26;10:981893. doi: 10.3389/fcell.2022.981893
**Supplement:** Supplementary file 1

## Supplementary Material

### Supplementary Figures

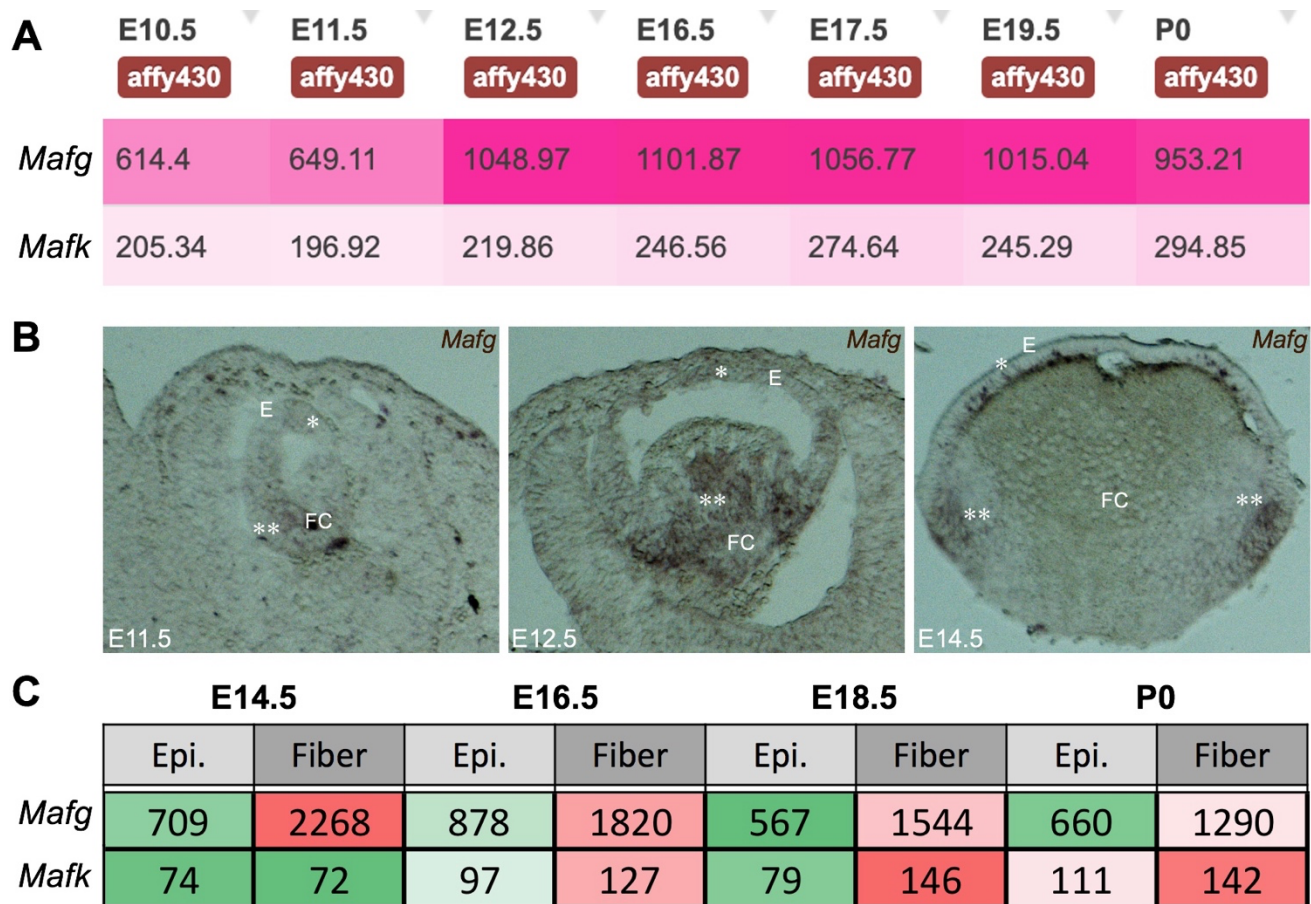

**Supplementary Figure 1. iSyTE analysis demonstrates that *Mafg* and *Mafk* transcripts are expressed in the mouse lens.** (A) *Mafg* and *Mafk* transcripts are expressed in the mouse lens embryonic development from early stages (embryonic day (E)10.5) onward. Numbers represent normalized microarrays fluorescence intensity units as described in Kakrana and coworkers (2018). (B) *In situ* hybridization shows *Mafg* expression at E11.5, E12.5 and E14.5 in the epithelium (\*) and fiber cells (\*\*). Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens. (C) Data from RNA-seq analysis on isolated epithelium and fiber cells from different mouse embryonic lens stages (number represent normalized gene-expression as FPKM (Fragments Per Kilobase of transcript per Million mapped reads), as described in Zhao and coworkers (2018)). Row-specific heat-map red-green gradation represent expression of *Mafg* or *Mafk* in lens epithelium and fiber cells at different mouse developmental stages.

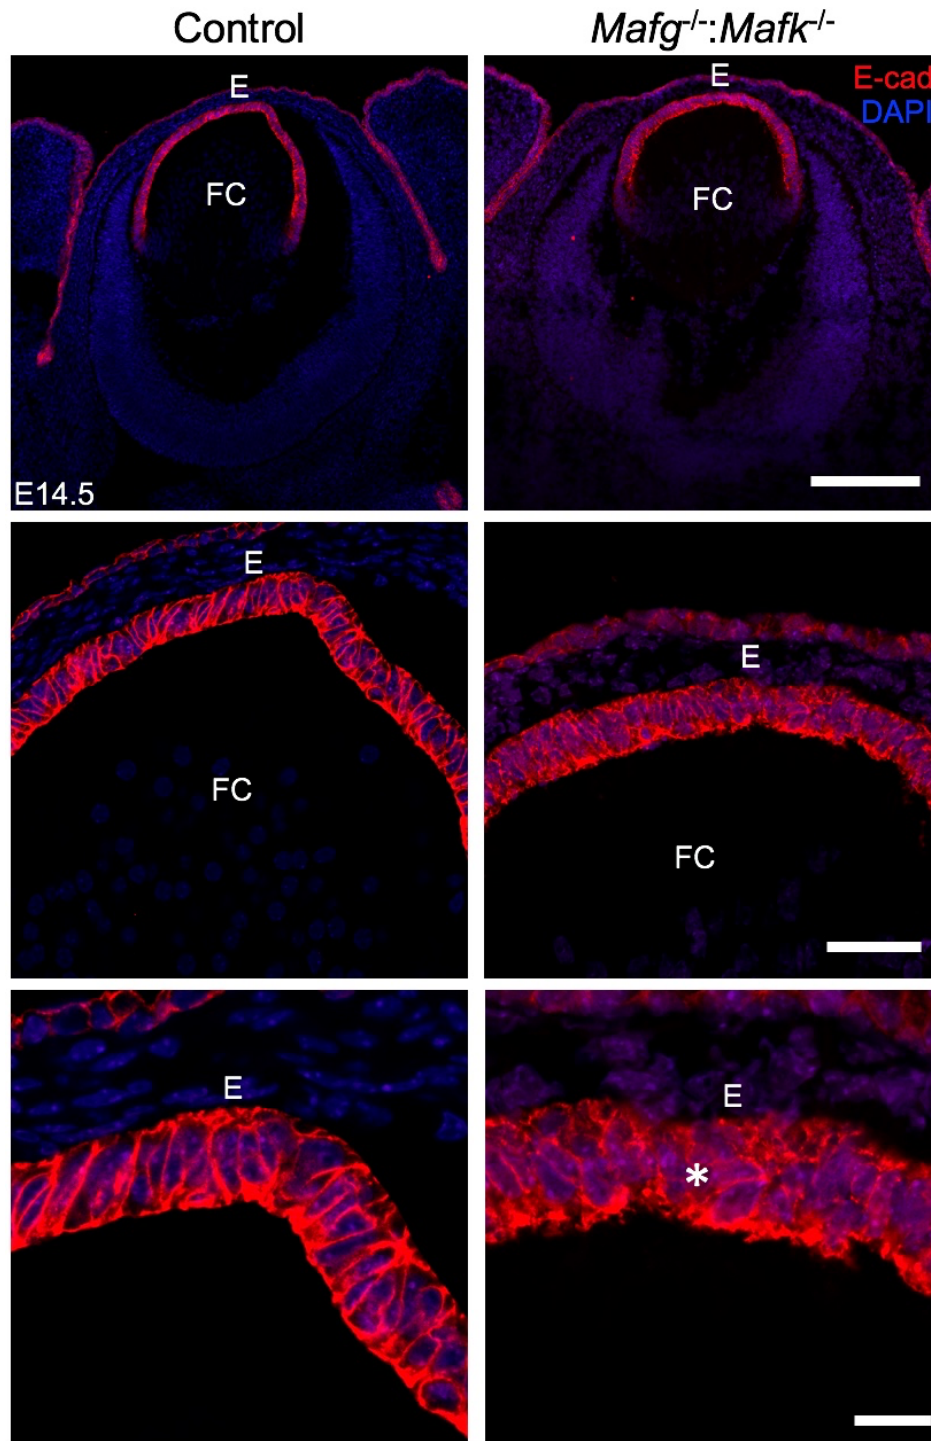

**Supplementary Figure 2. E-cadherin expression appears abnormal in *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> lens epithelium at E14.5.** Immunostaining for E-Cadherin and co-staining with DAPI shows that at stage E14.5, compared to control, *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> lens exhibits regions of disorganization in the epithelium (asterisk). Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens. Scale bar for Row 1, 20  $\mu$ m; Row 2, 10  $\mu$ m; Row 3, 8  $\mu$ m.

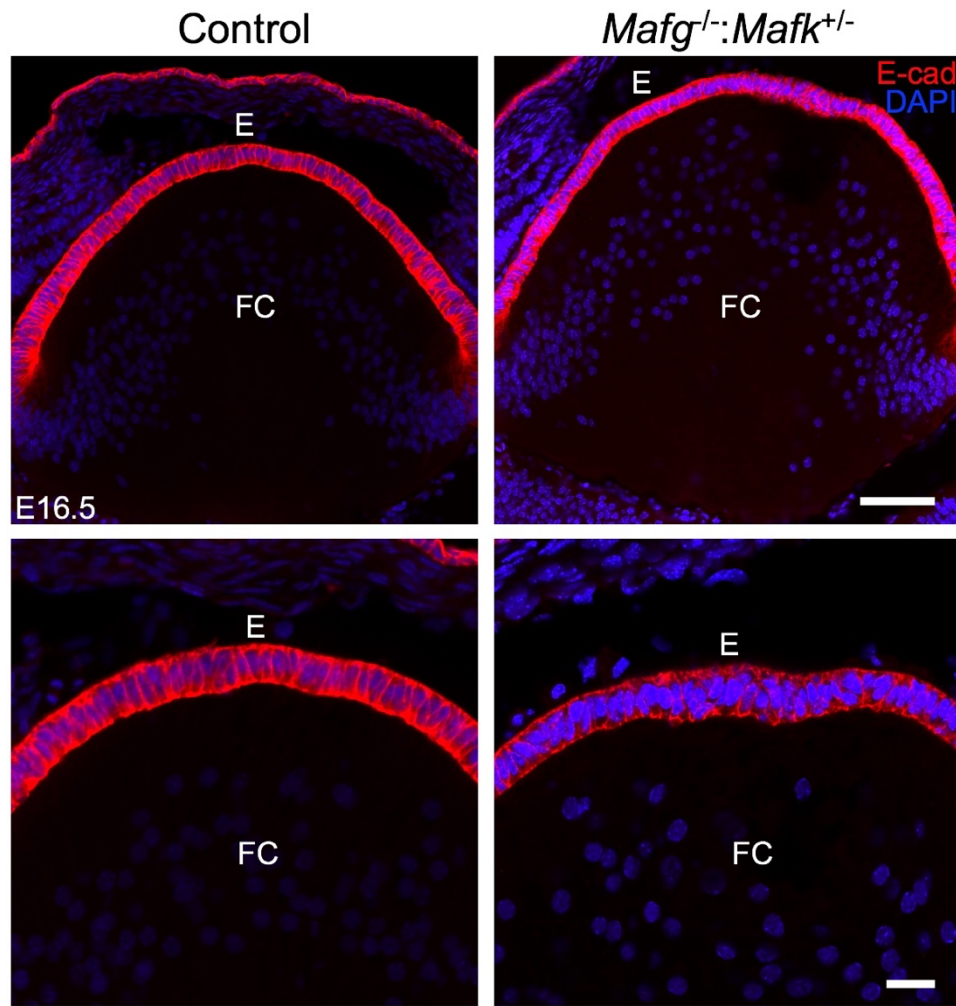

**Supplementary Figure 3. *Mafg*<sup>-/-</sup>:*Maf*<sup>+/-</sup> compound KO mice do not exhibit severe lens epithelial cell defects at E16.5.** Immunostaining for E-Cadherin and co-staining with DAPI shows that at stage E16.5, *Mafg*<sup>-/-</sup>:*Mafk*<sup>+/-</sup> compound KO lenses do not exhibit severe epithelial cells compared to those observed in *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> lens. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens. Scale bar for Row 1, 20  $\mu$ m; Row 2, 10  $\mu$ m.

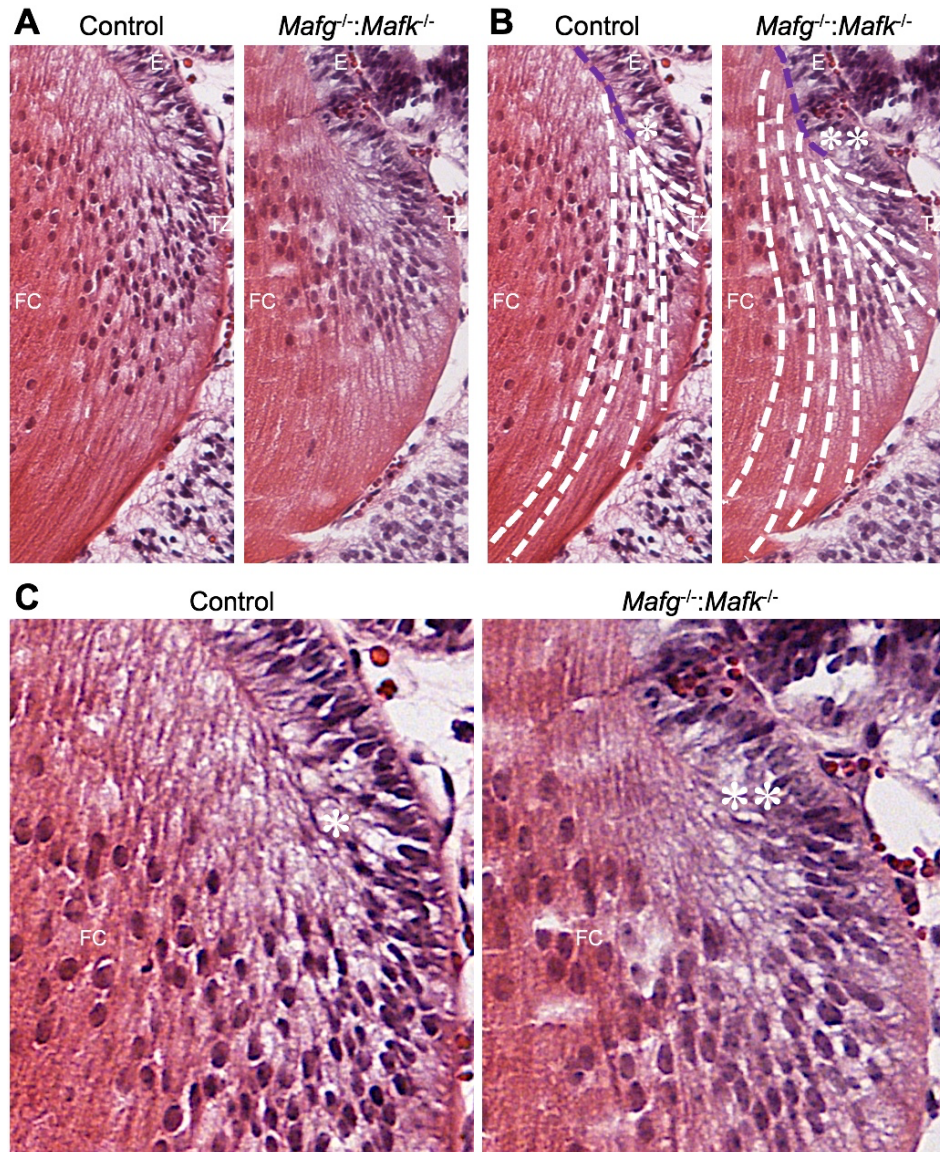

**Supplementary Figure 4. Histological analysis of lens defects in *Mafg*<sup>-/-</sup>:*Mafr*<sup>-/-</sup> mice.** (A) Histology shows that in contrast to control, lenses from E16.5 *Mafg*<sup>-/-</sup>:*Mafr*<sup>-/-</sup> mice appear abnormal. (B) Tracing of cells (white dashed line) shows that control lenses exhibit differentiating cells to converge on the fulcrum region (asterisk) as expected. In contrast, this pattern appears abnormal near and beyond the fulcrum region (two asterisks) in lenses of *Mafg*<sup>-/-</sup>:*Mafr*<sup>-/-</sup> mice. Tracing by purple dashed line indicates a smooth curve between epithelium and fiber cells in control, while this appears to be abnormal in lenses of *Mafg*<sup>-/-</sup>:*Mafr*<sup>-/-</sup> mice. While more mature fiber cells in control appear to curve "inwards" in the same direction, generally following the curvature of the lens, fiber cells in *Mafg*<sup>-/-</sup>:*Mafr*<sup>-/-</sup> mouse lens appear to not follow such a pattern. (C) The fulcrum region between epithelium and fiber appears tight (asterisk) in the control while it appears less tight or more "diffused" (two asterisks) in *Mafg*<sup>-/-</sup>:*Mafr*<sup>-/-</sup> mouse lens. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens; TZ, Transition zone of the lens.

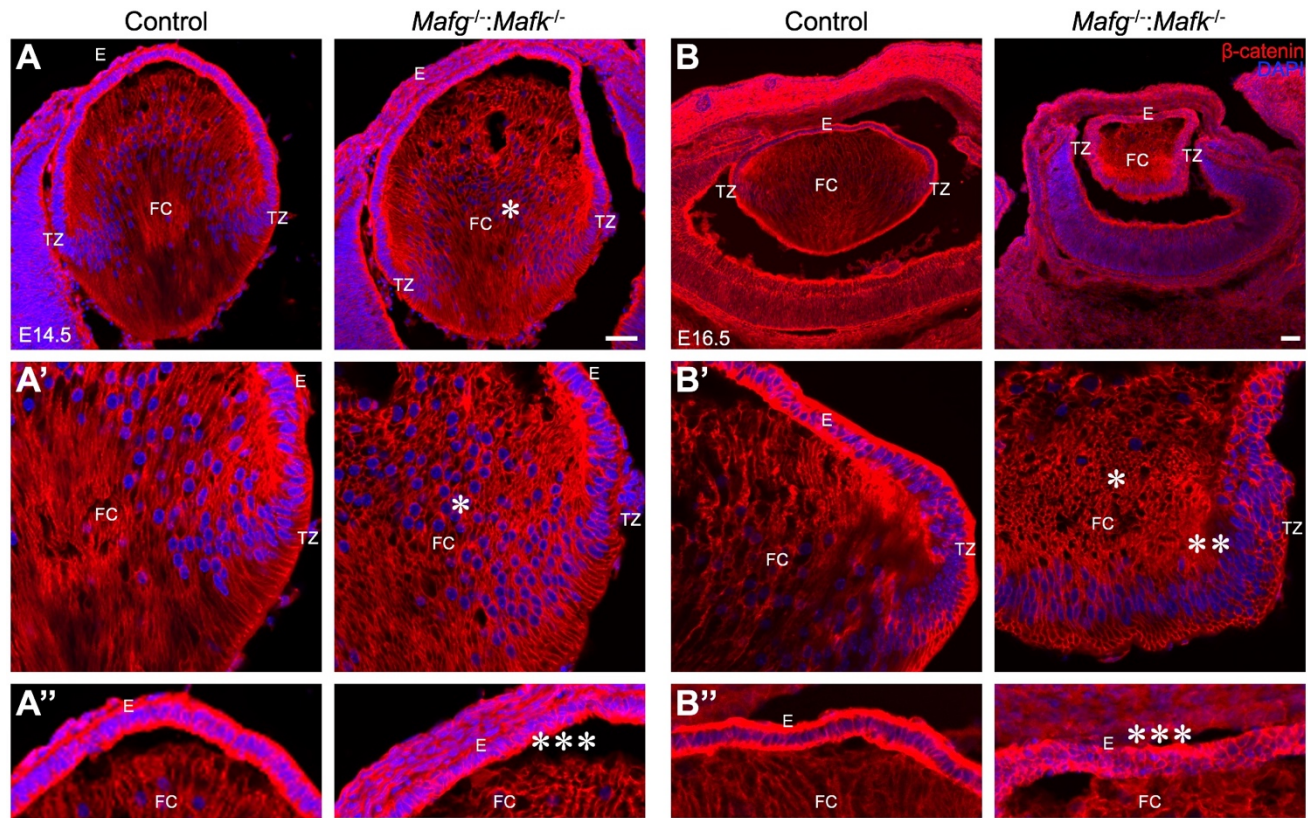

**Supplementary Figure 5. Immunostaining for  $\beta$ -catenin serves to demonstrate lens defects in *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> mice.** (A) Immunostaining for  $\beta$ -catenin and co-staining with DAPI shows that E14.5 and (B) E16.5 *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> mice exhibit non-uniform arrangement of epithelium and fiber cells (indicated by asterisk) compared to control at their age matched controls, which is also observed at (A', B') higher magnification. In addition to fiber cells (one asterisk), the transition zone appears to be expanded and deeper into the fiber cell region (indicated by two asterisks) in E16.5 *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> lenses (B'). (A'') Defects in the epithelium architecture are observed at E14.5 (indicated by three asterisks) that are more severe (B'') at E16.4 (indicated by three asterisks). Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens; TZ, Transition zone of the lens. Scale bar, 10  $\mu$ m.

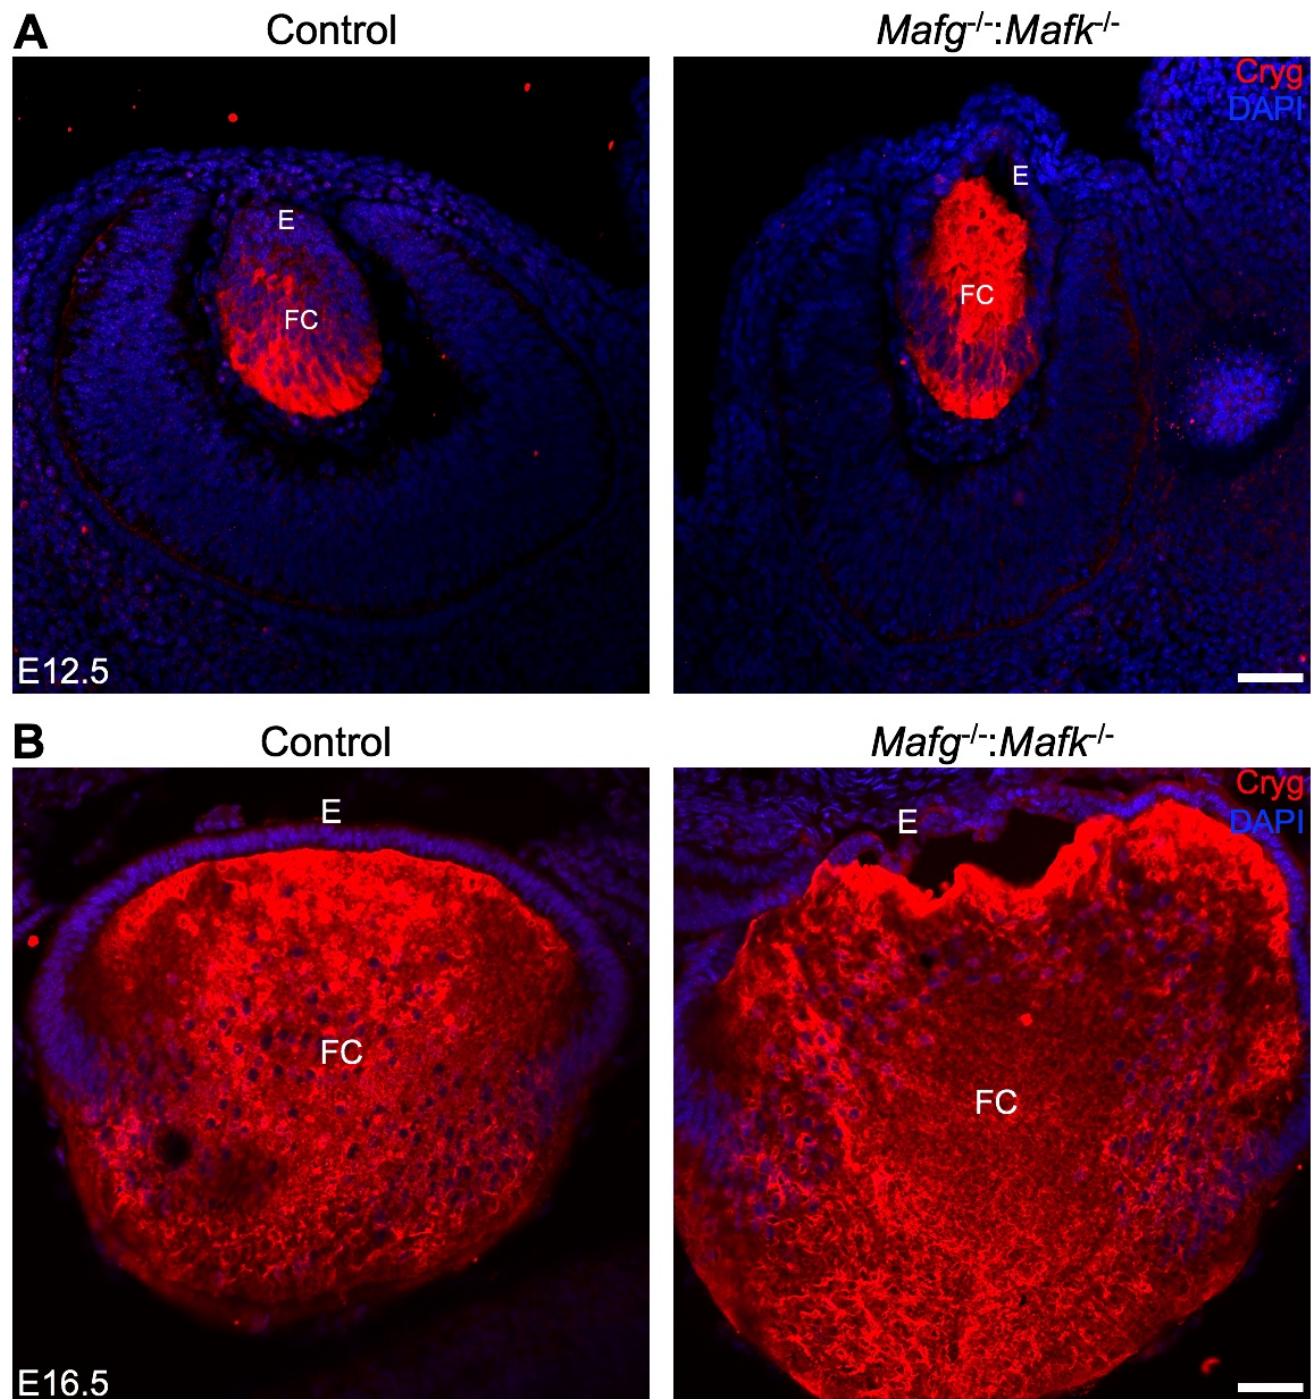

**Supplementary Figure 6. Immunostaining shows that gamma crystallin expression is unaltered in *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> mice.** (A) Immunostaining for gamma crystallin and co-staining with DAPI shows that at stages E12.5 and (B) E16.5, *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> lenses do not exhibit defects in its abundance or expression pattern. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens. Scale bar, 20  $\mu$ m.

|                | Dev<br>E10.5<br>affy430 | Dev<br>E11.5<br>affy430 | Dev<br>E12.5<br>affy430 | Dev<br>E16.5<br>affy430 | Dev<br>E17.5<br>affy430 | Dev<br>E19.5<br>affy430 | Dev<br>P0<br>affy430 |
|----------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|----------------------|
| <i>Camsap1</i> | 550.19                  | 466.76                  | 406                     | 396.57                  | 431.52                  | 385.66                  | 429.15               |
| <i>Cdk1</i>    | 2832.19                 | 1673.18                 | 977.09                  | 498.74                  | 418.16                  | 493.08                  | 156.19               |
| <i>Cdkn1c</i>  | 2319.29                 | 4893.52                 | 6558.22                 | 6288.84                 | 6628.95                 | 6400.5                  | 6247.69              |
| <i>Col3a1</i>  | 441.05                  | 1193.56                 | 1171.42                 | 123.65                  | 64.91                   | 138.25                  | 65.55                |
| <i>Hmox1</i>   | 128.53                  | 122.94                  | 159.65                  | 1588.14                 | 2242.94                 | 403.28                  | 4212.38              |
| <i>Lars2</i>   | 304.98                  | 304.78                  | 260.84                  | 250.78                  | 202.25                  | 112.52                  | 212.53               |
| <i>Map3k12</i> | 140.88                  | 162.32                  | 156.19                  | 168.58                  | 161.06                  | 150.55                  | 143.02               |
| <i>Sipa1l1</i> | 241.12                  | 222.9                   | 278.68                  | 476.31                  | 417.57                  | 487.96                  | 402.25               |

**Supplementary Figure 7. iSyTE analysis of select differentially expressed genes in *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> mouse lens.** iSyTE analysis shows that prioritized gene candidates are significantly expressed in normal mouse lens development and therefore may be relevant to lens biology. Numbers represent normalized microarrays fluorescence intensity units as described in Kakrana and coworkers (2018).

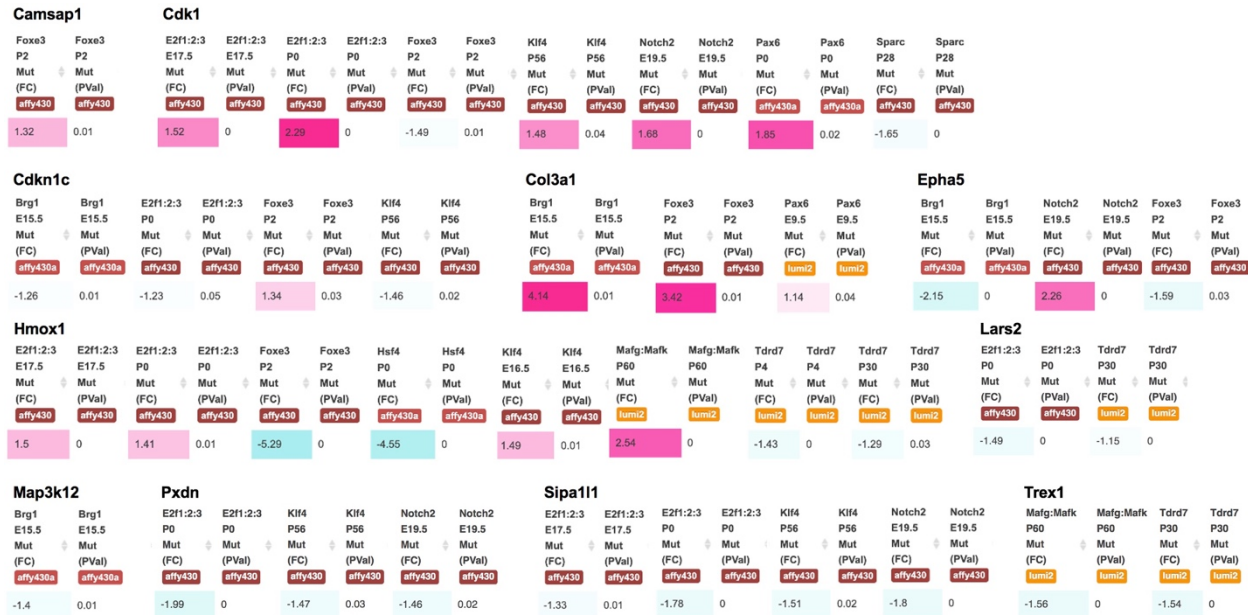

**Supplementary Figure 8. iSyTE analysis of *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> differentially expressed genes in other gene perturbation mouse models exhibiting lens defects/cataract.** iSyTE analysis shows that all of the high-priority genes that are differentially expressed in *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> lenses are also found to be misexpressed in the lens in other mouse gene-perturbation models. Expression analysis is shown for *Camsap1*, *Cdk1*, *Cdkn1c*, *Col3a1*, *Epha5*, *Hmox1*, *Lars2*, *Map3k12*, *Pxdn*, *Sipa111* and *Trex1* in lens expression datasets (Affymetrix or Illumina microarray platforms) of ten different mouse models that exhibit lens defects and/or cataract. Gene expression changes are in fold-change at  $p \leq 0.05$  in the specific gene perturbation mouse model lens compared to control.

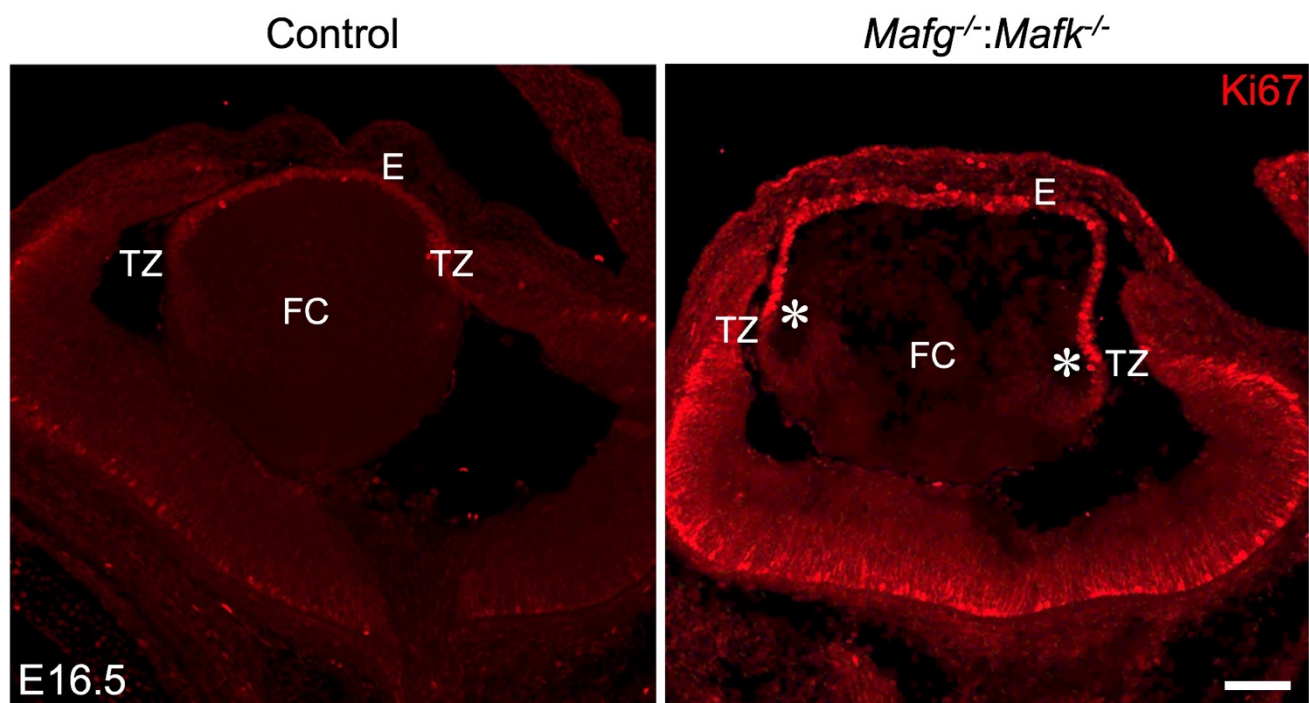

**Supplementary Figure 9.** Immunostaining shows that compared to control, *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> mice appear to have a higher number of Ki67 positive cells that lie in the lens epithelium at E16.5. Note also that *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> mice show elevated Ki67 fluorescence signal (asterisk). However, there is no apparent difference in the ratio of Ki67 positive nuclei over total number of nuclei between control and *Mafg*<sup>-/-</sup>:*Mafk*<sup>-/-</sup> mice. Abbreviation: E, Epithelium of the lens; FC, Fiber cells of the lens; TZ, Transition zone of the lens. Scale bar, 10  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

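The deposited table holds RNA-seq values of mouse lenses at E16.5 in 9 libraries, 3 from control (*Mafg*+/-:*Mafk*+/-), 3 from compound KO (*Mafg*-/-:*Mafk*+/-) and 3 from double KO (*Mafg*-/-:*Mafk*-/-) embryos, with RNA of 8 lenses in each. Libraries were grouped by these genotypes as labelled. The authors aligned the reads to mm39 with HISAT2, obtained transcript-level counts with StringTie, imported them in edgeR and removed entries with low CPM. The deposited values are a signal that the authors normalized, CPM scaled by one composition factor per library and rounded to 1 decimal. This was read from the totals, which differ between libraries and have a geometric mean of 1000012, as factors that multiply to 1 give. Read counts are not used here, and the depth per library is unknown, so no counting error is given and precision is described by the spread between replicates.

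Of 22013 entries, 15820 carry a symbol (15803 different symbols, with 30 entries that share a symbol with another and 22 that show a date in its place), and 6193 carry none. The largest entry carries no symbol. In 2124 entries, fewer than 2 libraries had a value of at least 1. Entries without a symbol were left out of the tests, apart from the search described below.

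The plan set before the data were examined named a count model for read counts and limma for normalized values. Since the values are normalized, the second branch was used: limma 3.58.1 in R 4.3.3 on log2 of the value plus 1, with an intensity trend, separately for each pair of groups, on entries with a value of at least 1 in at least 2 of the 6 libraries. Tests were two-sided with Benjamini-Hochberg adjustment, and genes were called at an adjusted p of at most 0.05 and a 1.5-fold change. The same fit with an unadjusted p of at most 0.05 is also reported, since the paper's text does not say whether its p-values were adjusted. The replicate numbers were not used as pairs: libraries with the same number correlated by between −0.105 and 0.218 after removal of group means. On simulated data with 14122 genes of which 200 were changed, this test called 167 (83.5%) of the changed genes, 89 of 102 that were changed by 2 log2 units, and 8 unchanged genes. The changed genes were drawn only from genes with values well above the filter in control lenses. The noise was normal and independent between libraries. These shares therefore do not describe genes with low values or data with an outlying library.

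The genes named in the text are those the paper names for lens or for these data and, by a rule set before the data were examined, the 5 elevated and 5 reduced genes with the largest log2 fold change among those called between double KO and control lenses without overlap and with a mean of at least 10 in one group. Positions come from GENCODE release 39 on GRCm39, in which 15063 of the 15803 symbols (95.3%) were found. Principal components and distances between libraries were computed on the log2 values. Distances were compared over all groupings of the libraries. Sharing of effects between the 2 knockouts was measured by Spearman's correlation of log2 fold changes across genes, against 100 simulations in which the 2 comparisons share only the control libraries.

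Marker lists of 16 kinds were written before the values were opened, when Supplementary Table S1 had been read: skeletal muscle, periocular mesenchyme and fibroblasts, neural retina, retinal pigment epithelium, endothelium, erythroid cells, macrophages, surface and corneal epithelium, lens epithelium, lens fiber cells, gamma crystallins, cell proliferation, Nrf2 target genes, Bach1-repressed heme and iron genes, Eph receptors and ephrins, and Maf factors and partners. They were tested with limma's camera at a preset correlation of 0.01 and with limma's fry, adjusted over the 16 lists. Sharing of called genes within 10 Mb of *Mafg* or *Mafk* was tested by Fisher's exact test. For 13 genes the paper names, the entry without a symbol that ran most opposite to the gene was searched, and the result was compared with permutations of the libraries within groups. These used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

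The alternatives were upper quartile scaling, no filter on low values, a value of at least 1 in every library, one fit of all 9 libraries, the replicate number as a block, a pseudocount of 0.1, summing of entries that share a symbol, no fold change threshold, and each replicate left out in turn. Scaling by library size only, the removal of *Mafg* and *Mafk* from the test of position, and the addition of an entry without a symbol to a gene were chosen after seeing the data. Gene Ontology, iSyTE, RT-qPCR and immunostaining data were not analysed here.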

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

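The tests of the marker lists, of the named genes and of position were planned, while the tests of explanations for them (lists without single genes, scaling by library size only, the erythroid covariate, position without *Mafg* and *Mafk*, and the dose of the *Mafk* allele) were chosen after the result was seen.

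A set of genes that the paper does not report on as a set, although it discusses *Hmox1*, changed in double KO lenses. The list of Bach1-repressed heme and iron genes had a mean log2 fold change of 1.07 between double KO and control lenses, and all 11 of its genes were higher (fry adjusted p = 0.000924). The median was 0.43, so a few genes with large changes, such as *Hmox1* (3.00), set the mean. Single genes with an adjusted p of at most 0.05 in limma were *Hmox1*, *Slc48a1* (2.45, adjusted p = 0.000379), *Ftl1* (1.35, adjusted p = 0.00929) and *Gclm* (1.06, adjusted p = 0.0023). Of the 11 genes, 10 had a mean of at least 1 in control lenses, 5 are also in the list of Nrf2 target genes and 5 are in Supplementary Table S1, which was drawn from these libraries. Reads shared between ferritin copies are argued against as the whole cause, since without *Ftl1* and *Fth1* the mean was 1.12 with 9 of 9 genes higher (fry adjusted p = 0.0018). The authors' composition scaling is argued against in the same way, with a mean of 1.13 under scaling by library size only. RNA from red blood cells would raise the list with the erythroid genes. With the erythroid list of each library as a covariate, the difference between the groups remained at 0.86 (standard error 0.22). Without this covariate, it was 1.07 (standard error 0.095). The erythroid list itself was at 4.94 to 5.07 (log2) in control libraries and 5.77 to 6.70 in double KO libraries, without overlap. Its slope was 0.17 (standard error 0.17). The covariate moves with the genotype and cannot separate the 2, so RNA from red blood cells stays open. The globin genes themselves were higher in double KO lenses, by 1650 normalized CPM together, against 1022 for *Ftl1*. In compound KO lenses, which also lack *Mafg*, the mean log2 fold change against the same control libraries was 0.69 with 10 of 11 genes higher (camera adjusted p = 0.000477, fry adjusted p = 0.190), and the list values of these libraries, at 4.92, 5.45 and 5.57 (log2), lay above those of every control library, at most 4.71. A difference between the genotypes stays open. The rise may reflect the loss of *Mafg*, alone or with *Mafk*, as a hypothesis that was found and examined on the same data.

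The list of Nrf2 target genes had a mean log2 fold change of 0.37 and a median of 0.18, with 14 of 19 genes higher (fry adjusted p = 0.000924). Without the 5 genes it shares with the heme and iron list, the mean was 0.068 with 9 of 14 genes higher (camera adjusted p = 0.290, fry adjusted p = 0.0363). The list of Maf factors and partners had a mean of −0.58 and a median of −0.21, with 3 of 10 genes higher (fry adjusted p = 0.00479). Without *Mafg* and *Mafk*, which are the deleted genes, the mean was −0.14 with 3 of 8 genes higher (camera adjusted p = 0.101, fry adjusted p = 0.154). With scaling by library size only and with upper quartile scaling, both lists also passed by camera, in the same direction. No technical explanation other than scaling was tested for these 2 lists.

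The rule for named genes also picked genes that are in Supplementary Table S1 but that the paper does not discuss. *Radil* was at 1.63 ± 0.153 (SD, n = 3) in control lenses and 36.4 ± 6.50 (SD, n = 3) in double KO lenses, a log2 fold change of 3.81 (adjusted p = 0.000934, limma). *Mknk2* (log2 fold change 3.10, adjusted p = 0.000901, limma) and *Ehbp1* (2.6, adjusted p = 0.00885) were also higher. *Plekhg3* (−5.04, adjusted p = 0.000379), *Gm15564* (−4.84, adjusted p = 0.000379) and *Cc2d2a* (−3.03, adjusted p = 0.0402) were lower. *Gm15564* is listed at 0 in all 3 double KO libraries, and *Plekhg3* at 0, 0.2 and 0, so their log2 values depend on the pseudocount. For all 6 genes the groups did not overlap. In the fit of all 9 libraries, only *Radil* was still called, with an adjusted p of 0.0453 against 0.103 to 0.347 for the other 5. With single libraries left out, the adjusted p rose to 0.0522 for *Ehbp1* and 0.165 for *Cc2d2a*, and that of *Cc2d2a* was 0.108 with a pseudocount of 0.1. Scaling by library size only left all 6 directions and calls in place. In compound KO lenses, *Radil* was at 10.8, 6.3 and 31.2.

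*Radil* lies on chromosome 5 from 142469552 to 142536853, within 10 Mb of *Mafk*. Chromosome segments of the strain in which the alleles were made may differ in sequence from the reference near the deleted genes. Of 365 genes within 10 Mb of *Mafg* or *Mafk*, 3 were called (0.822%), against 45 of 13176 elsewhere (0.342%; Fisher's exact test, two-sided, p = 0.139). The 3 were *Mafg*, *Mafk* and *Radil*, and with *Mafg* and *Mafk* left out the share was 0.275% (1 of 363; Fisher's exact test, p = 1.0). One gene is too few for this test to decide. For *Radil* itself, an additive effect in cis of a segment linked to the *Mafk* allele is argued against by the dose of the allele: control lenses carry one copy and would be at 0.5 or more of the double KO value, but their mean was 0.0449 of it, and compound KO lenses, with the same dose of *Mafk* as control lenses, were all above every control library (at least 6.3 against at most 1.8). A segment that acts only when homozygous, or that differs between animals of the same genotype, was not tested and stays open, as does a difference between the genotypes. For all 6 genes, reads counted on an entry without a symbol remain an open explanation, tested over the genes of Supplementary Table S1 only as a set.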

How the results depend on the processing

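The tests of this part were set before the data were examined, except scaling by library size only, upper quartile scaling of the gene lists, single libraries left out of the principal components and of the correlation of the 2 knockouts, the removal of *Mafg* and *Mafk* from the test of position and the addition of an entry without a symbol, which were chosen after the result was seen. DESeq2's size factors, DESeq2 and edgeR's exact test were not run, because they need read counts, which were not used here. The depth is unknown, and what it limits is not stated.

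Between double KO and control lenses, the 51 genes called after adjustment became 19 in the fit of all 9 libraries, which adds the wide spread of the compound KO group, and 10 with the replicate number as a block, all 10 among the 51. Libraries with the same number correlated by between −0.105 and 0.218 after removal of group means, and the cause of the change with the block was not tested. The other settings gave 44 to 55 genes. With one library left out, the counts ran from 22 (without control replicate 3) to 47, and were 33 without control replicate 1 and 27 without double KO replicate 1, with fewer libraries in each fit. At an unadjusted p, no fold change threshold gave 1408 genes in place of 400, and single libraries left out gave 412 to 465.

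Between compound KO and control lenses, the count of 0 after adjustment became 2 in the fit of all 9 libraries and ran from 0 to 13 with one library left out (13 without compound KO replicate 1). At an unadjusted p, 766 became 1335 without a fold change threshold and ran from 382 (without control replicate 2) to 1620 (without compound KO replicate 3). Between double KO and compound KO lenses, the count of 2 became 0 with a value of at least 1 required in every library, 0 with the block, 5 in the fit of all 9 libraries and 1 with a pseudocount of 0.1, and ran from 1 to 6 with one library left out (6 without compound KO replicate 1). At an unadjusted p, 440 became 744 with the block and 701 without a fold change threshold, and ran from 253 (without double KO replicate 2) to 1142 (without compound KO replicate 3). The cause was not tested, apart from the filter, which removes genes, and the removed threshold, which adds them.

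By camera, 9, 12 and 9 lists passed in these comparisons, in the same order. By fry, with an estimated correlation, 3, 1 and 0 passed. With one library left out, 7 to 11, 9 to 12 and 7 to 11 passed by camera. The correlation of the 2 knockouts across genes ran from 0.300 (without double KO replicate 1) to 0.580, and fell below the highest simulated value without control replicate 2, control replicate 3, compound KO replicate 3 or double KO replicate 1. The separation in the principal components ran from 2.05 to 3.05. The share of called genes near *Mafg* and *Mafk* was above that elsewhere, but at an unadjusted p it was 2.47% against 2.87%, and without *Mafg* and *Mafk* it was 0.275%. The cause was not tested for the unadjusted p.

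Scaling by library size only moved the median log2 fold change of all genes from 0.011 to 0.073, from 0.016 to 0.24 and from −0.0053 to −0.17 in the 3 comparisons. In compound KO against control lenses it reversed *Mafk* to 0.0080, *Cdk1* to 0.10 and *Map3k12* to 0.016. It also reversed the list of retinal pigment epithelium to 0.028 and lens epithelium to 0.041 in double KO against control lenses, lens epithelium to 0.17 in compound KO against control lenses, and lens epithelium to −0.13 and Maf factors and partners to −0.13 in double KO against compound KO lenses. Each of these genes and lists lay on the same side of the median of all genes under both scalings, so the shift of the median accounts for the changes of sign. An entry without a symbol, added to *Sipa1l1* after it was picked for running opposite to it, reversed the change to 0.042, which the pick itself favours.

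The alternatives covered all named genes in double KO against control lenses, and *Mafg*, *Mafk* and the 11 candidates in the other 2 comparisons. With one library left out, changes between double KO and control lenses that reversed ran from −0.28 to 0.76 for *Gapdh*, −0.051 to 0.64 for *Mki67*, −1.99 to 0.076 for *Cryga*, −0.030 to 0.23 for *Cryge* and −0.052 to 0.20 for *Crygs*. Those between compound KO and control lenses that reversed ran from −0.030 to 2.35 for *Camsap1*, −0.36 to 0.27 for *Cdk1*, −0.75 to 0.00081 for *Cdkn1c*, −0.54 to 0.12 for *Pxdn* and −0.030 to 0.65 for *Sipa1l1*, and *Trex1* ran from −0.096 to 0.36 between double KO and compound KO lenses. Lists that reversed in double KO against control lenses ran from −0.19 to 0.65 for neural retina, −0.34 to 0.27 for retinal pigment epithelium, −0.23 to 0.035 for macrophages, −0.081 to 0.024 for lens epithelium and −0.18 to 0.013 for Eph receptors and ephrins. Lens epithelium ran from −0.16 to 0.052 in compound KO against control lenses. In double KO against compound KO lenses, all 6 lists that reversed did so without compound KO replicate 1, with ranges of −1.18 to 0.44 for skeletal muscle, −0.081 to 0.13 for lens epithelium, −0.037 to 0.72 for lens fiber cells, −0.12 to 0.86 for gamma crystallins, −0.55 to 0.024 for cell proliferation and −0.12 to 0.17 for Maf factors and partners. Apart from these, over the genes and comparisons covered, leaving out a library made 35 gene results weaker and 3 stronger and left 308 the same, and for lists 23, 12 and 235.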

Differences from the paper's values

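Scaling by library size only, and the unadjusted p of single genes with a replicate left out, were tests chosen after the result was seen.

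The paper's number of differentially expressed genes between double KO and control lenses is 241, with 144 elevated and 97 reduced. Here 400 genes passed at an unadjusted p of at most 0.05 and 1.5-fold, 225 elevated and 175 reduced, and 51 passed after adjustment, 40 elevated and 11 reduced. Among the alternatives set before the data were examined, 2 brought the unadjusted counts within 1.5 times the paper's: a value of at least 1 in every library, with 272 genes (149 elevated and 123 reduced), and the fit of all 9 libraries, with 328 genes (186 elevated and 142 reduced). Leaving out double KO replicate 3 brought the elevated genes alone within that range, with 211. Scaling by library size only, chosen after seeing the values, did so for the reduced genes alone, with 137. The other alternatives did not, and none of the alternatives brought the adjusted counts within that range.

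The paper lists *Cdkn1c*, *Col3a1*, *Epha5*, *Map3k12* and *Pxdn* as differentially expressed in double KO lenses. It also reports the change of each by RT-qPCR, and raised Cdkn1c protein by immunostaining. Those data were not analysed here. In the RNA-seq values, none of these 5 genes had an adjusted p of at most 0.05 with all libraries. Their adjusted p-values were 0.194 for *Cdkn1c*, 0.703 for *Col3a1*, 0.500 for *Epha5*, 0.310 for *Map3k12* and 0.470 for *Pxdn* (limma). *Map3k12* was called after adjustment without double KO replicate 3 (0.0374) and *Pxdn* without double KO replicate 1 (0.0153). At an unadjusted p, *Cdkn1c*, *Epha5*, *Map3k12* and *Pxdn* passed with all libraries, and *Col3a1* passed without double KO replicate 2. These results depend on the setting: *Epha5* did not pass in 5 of 7 other settings and in 5 of the 6 fits with one library left out, *Pxdn* did not pass with the replicate number as a block or in 5 of those 6 fits, and *Cdkn1c* did not pass in the fit of all 9 libraries. Of the 241 genes in the paper's Supplementary Table S1, 84 were not called here at an unadjusted p and 1.5-fold. In that table itself, 9 of the 241 genes are under 1.5-fold. Here 161 had an unadjusted p of at most 0.05 at any fold change, against 157 that also reached 1.5-fold.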

Other observations

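The marker lists, the splits of the libraries and the correlation of the 2 knockouts with all libraries were planned, while the other tests in this part (the explanations for compound KO replicate 1, *Col3a1* and entries without a symbol, and single libraries left out of that correlation) were chosen after the result was seen, and no prediction for any test of an explanation was written earlier.

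Other groupings of the same libraries were fitted with the same test. For double KO against control lenses, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 51 genes after adjustment, and 1 of 10 gave as many as 400 at an unadjusted p. The other splits gave at most 8 and 339. For the marker lists, 2 of the 10 splits gave as many as 9. For compound KO against control lenses, a count of 0 genes after adjustment is reached by any split, here 10 of 10, and says nothing about chance, while 1 of 10 gave as many as 766 at an unadjusted p and 1 of 10 gave as many as 12 lists. For double KO against compound KO lenses the numbers were 9, 2 and 4 of 10. With 10 splits the share is never below 0.1, so chance cannot be excluded by these counts.

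Compound KO replicate 1 lay apart from the other 8 libraries. In principal components of all 9 libraries it lay at 98.5 on the first component, which held 39.7% of the variance, while the others lay between −35.5 and 15.1. Its list values were higher than the mean of the other 8 libraries by 3.00 (log2) for skeletal muscle, 2.66 for periocular mesenchyme and fibroblasts, 3.16 for neural retina, 3.81 for retinal pigment epithelium and 3.80 for surface and corneal epithelium. The difference was −1.48 for lens fiber cells and −1.94 for gamma crystallins. *Col1a1* was at 1173.6 in this library and at no more than 59.6 in the others. An exchange of this sample with a control or a double KO sample is argued against, since *Mafg* was at 10.1, below every control library, and *Mafk* at 4.3, above every double KO library. A lower share of lens RNA that raises every other cell type alike is argued against by the erythroid list, which did not rise with the lists above. It was at 4.97 in this library, within the control libraries (4.94 to 5.07). Its difference of −0.69 from the mean of the other 8 libraries came from the other knockout libraries, which were at 5.59 or more. RNA from tissue around the lens stays open, since all 5 lists of such tissues above rose, the smallest rise being 2.66. The lists of endothelium and macrophages rose less, by 0.40 and 0.75. A difference between these animals also stays open and was not tested. Its position between the groups was also nearer to control for the 51 genes called between double KO and control lenses. On a scale from 0 for the control mean to 1 for the double KO mean, the median was 0.141 in replicate 1, against 0.825 and 0.894 in compound KO replicates 2 and 3.

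*Col3a1* rose with other genes of mesenchyme. RNA from mesenchyme around the lens may account for its higher values in double KO lenses, since its Pearson's r with 19 other mesenchyme genes was 0.978 over 7 libraries (exact permutation test, two-sided, p = 0.00119), after the 2 farthest libraries, compound KO replicate 1 and double KO replicate 1, were left out. *Col1a1* was at 59.6, 5.9 and 31.0 and *Dcn* at 16.1, 0.7 and 14.5 in the double KO libraries, and both were lowest where *Col3a1* was. Of the 20 genes in this list, 13 had a mean of at least 1 in control lenses and 5 are in Supplementary Table S1. A change of mesenchyme genes within lens cells of double KO animals would give the same relation and stays open.

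Entries without a symbol mirrored some genes, that is, the gene and the entry together varied less than the gene alone. For *Sipa1l1* the sum had a log2 fold change of 0.042 between double KO and control lenses. The entry was picked for running opposite to the gene, so a small change of the sum is built in and is no evidence by itself: in the same search the sum was at 0.47 for *Mafg* and −0.18 for *Mafk*, which are deleted, and at 0.15 for *Camsap1*, 0.037 for *Map3k12* and −0.23 for *Lars2*. Reads of the gene counted on an entry without a symbol in some libraries may account for its lower values. The exact permutation p, from permutations within groups, was 0.00463 for *Sipa1l1* and 0.0602 after adjustment over the 13 genes searched, the smallest that the 216 permutations can give for one gene among 13. No single gene could therefore have passed 0.05, and the adjusted p decides nothing. The ratio of standard deviations was 0.0800 for *Sipa1l1*, against a permuted median of 0.561, and the sum was at 61.9 ± 0.252 (SD, n = 3) in control lenses. Other statistics were tried before this one, so the explanation stays open for *Sipa1l1*, neither excluded nor established. The adjusted permutation p of the other genes ran from 0.361 to 0.981. Among the 241 genes of Supplementary Table S1, 13 were mirrored at a ratio of standard deviations under 0.2, against a mean of 2.87 and at most 11 under permutation of the libraries within groups. Only the real order, 1 of 216, gave as many. At ratios of 0.25, 0.3 and 0.4 the numbers were 33, 67 and 116 genes, against permuted maxima of 27, 59 and 106. The ratio of 0.2 was picked after all 4 were seen, and other statistics for the search were tried first. Mirrored entries were not limited to that table, since 2.25% of 2000 other named entries had one, against 0.405% under permutation. This is consistent with reads of some genes being counted on entries without a symbol in some libraries, as a hypothesis.

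Effects of the 2 knockouts were correlated across genes (Spearman's rho 0.469), where 100 simulations that share only the control libraries gave a mean of 0.446 and at most 0.459. Genes are not independent replicates. Among entries with a mean of at least 10 the value was 0.464, against at most 0.463. Leaving out single libraries moved it to both sides of the simulations. Without compound KO replicate 1 it was 0.520 against at most 0.410, and without double KO replicate 2 it was 0.534 against at most 0.415. Without control replicate 2 it was 0.392 against a simulated mean of 0.540, and without double KO replicate 1 it was 0.300 against a simulated mean of 0.395. Whether the 2 knockouts share effects beyond the shared controls is therefore not settled by this measure.

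The marker lists in double KO against control lenses had these mean log2 fold changes. By camera, 9 lists passed after adjustment: skeletal muscle (1.49), periocular mesenchyme and fibroblasts (0.70), erythroid cells (1.18), lens fiber cells (−0.27), gamma crystallins (−0.36), cell proliferation (0.13) and the 3 lists on Nrf2, on heme and iron and on Maf factors given above. Only these last 3 also passed by fry. The other lists were neural retina (0.24), retinal pigment epithelium (−0.010), endothelium (0.18), macrophages (−0.080), surface and corneal epithelium (0.26), lens epithelium (−0.029) and Eph receptors and ephrins (−0.062). Of the 20 skeletal muscle genes, 3 had a mean of at least 1 in control lenses and 6 are in Supplementary Table S1. In compound KO against control lenses, 12 lists passed by camera, and macrophages alone (0.69) by fry (adjusted p = 0.0380, limma). Without control replicate 2, the mean of neural retina in double KO against control lenses was −0.19.

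Genes whose proteins the paper examined by immunostaining were measured in the same libraries. *Cdh1*, which encodes E-cadherin, was at 235 ± 6.13 (SD, n = 3) in control lenses and 174 ± 9.74 (SD, n = 3) in double KO lenses, a log2 fold change of −0.43 (adjusted p = 0.0638, limma) without overlap. *Ctnnb1* had −0.16 (adjusted p = 0.379), *Mki67* 0.36 (adjusted p = 0.841), *Foxe3* −0.11 (adjusted p = 0.663) and *Mip* −0.16 (adjusted p = 0.652). *Ctnnb1* was also lower in every double KO library than in every control library. The 7 gamma crystallin genes had log2 fold changes from −1.15 (*Cryga*) to 0.082 (*Crygs*), with adjusted p-values of at least 0.310. Of these, *Crygd* (−0.46) and *Crygf* (−0.31) were lower in every double KO library than in every control library, while the others overlapped. With one library left out, *Cryga* ran from −1.99 to 0.076, and its double KO libraries were at 17055.6, 31982.9 and 1819.9. *Mki67* ran from −0.051 to 0.64. *Gapdh*, the reference gene of the paper's RT-qPCR, was at 18.8, 34.8 and 82.9 in the control libraries and 39.4, 40.5 and 54.2 in the double KO libraries (log2 fold change 0.21, adjusted p = 0.938, limma), and its change ran from −0.28 to 0.76 with one library left out. These values are of a single transcript-level entry, to which no entry without a symbol was added. Its spread need not be that of the *Gapdh* RNA measured by RT-qPCR, which was not analysed here. *Efna5*, the ligand of *Epha5* that the paper discusses, had −0.15 (adjusted p = 0.659).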
